# Splicing Factor PQBP1 Curtails BAX Expression to Promote Ovarian Cancer Progression

**DOI:** 10.1002/advs.202306229

**Published:** 2024-02-11

**Authors:** Xihan Liu, Jiaojiao Zhang, Zixiang Wang, Mingyao Yan, Meining Xu, Gaoyuan Li, Victoria Shender, Jian‐jun Wei, Jianqiao Li, Changshun Shao, Shiqian Zhang, Beihua Kong, Kun Song, Zhaojian Liu

**Keywords:** alternative splicing, BAX, PQBP1

## Abstract

Splicing factor polyglutamine binding protein‐1 (PQBP1) is abundantly expressed in the central nervous system during development, and mutations in the gene cause intellectual disability. However, the roles of PQBP1 in cancer progression remain largely unknown. Here, it is shown that PQBP1 overexpression promotes tumor progression and indicates worse prognosis in ovarian cancer. Integrative analysis of spyCLIP‐seq and RNA‐seq data reveals that PQBP1 preferentially binds to exon regions and modulates exon skipping. Mechanistically, it is shown that PQBP1 regulates the splicing of genes related to the apoptotic signaling pathway, including BAX. PQBP1 promotes BAX exon 2 skipping to generate a truncated isoform that undergoes degradation by nonsense‐mediated mRNA decay, thus making cancer cells resistant to apoptosis. In contrast, PQBP1 depletion or splice‐switching antisense oligonucleotides promote exon 2 inclusion and thus increase BAX expression, leading to inhibition of tumor growth. Together, the results demonstrate an oncogenic role of PQBP1 in ovarian cancer and suggest that targeting the aberrant splicing mediated by PQBP1 has therapeutic potential in cancer treatment.

## 1 Introduction

RNA splicing is a key step during eukaryotic gene expression in which introns are removed and exons are ligated to generate mature mRNA.^[^ ^1^ ^]^ Alternative splicing (AS) enables a single multi‐exon gene to generate multiple isoforms, which increases transcriptome and proteome diversity.^[^ ^2^ ^]^ Approximately 95% of human multi‐exon genes undergo AS in order to produce variable isoforms in different cell and tissue types.^[^ ^3^ ^]^ AS plays important biological roles in development, differentiation, cell cycle progression, and cell death.^[^ ^4^ ^]^

AS is regulated by cis‐acting regulator elements and trans‐acting splicing factors.^[^ ^5^ ^]^ The 5′ splice site, 3′ splice site, and branchpoint sequence are canonical cis‐acting elements that define the exon/intron boundaries. Additional enhancer and silencer elements in exons and introns contribute to the specificity of AS regulation.^[^ ^6^ ^]^ Trans‐acting splicing factors play a pivotal role in the regulation of AS by binding to cis‐elements in pre‐mRNAs in order to activate or inhibit splicing.^[^ ^7^ ^]^ AS is a tightly controlled process, and its dysregulation has been implicated in several diseases, including cancer.

Recurrent somatic mutations in splicing factors, including SF3B1, U2AF1, and SRSF2, occur frequently in hematologic malignancies.^[^ ^8^ ^]^ In contrast, splicing factors exhibit frequent changes in copy number and expression level, but are rarely mutated in solid tumors.^[^ ^9^ ^]^ Emerging evidence indicates that splicing factors can act as proto‐oncogenes as well as tumor suppressors.^[^ ^10^ ^]^ For example, SRSF1 is frequently upregulated in various types of human cancer and its overexpression promotes the transformation of mammary cells,^[^ ^11^ ^]^ while SRSF6 promotes colorectal cancer progression through the aberrant splicing of ZO‐1.^[^ ^12^ ^]^ In addition to the SR proteins, NOVA1 promotes cell growth in non‐small cell lung cancer by regulating hTERT splicing,^[^ ^13^ ^]^ and MBNL3 plays an oncogenic role in hepatocellular carcinoma through the AS of lncRNA.^[^ ^14^ ^]^ Also, our previous studies showed that BUD31 promotes ovarian cancer progression by promoting exon inclusion in BCL2L12.^[^ ^15^ ^]^

PQBP1 is a nuclear polyglutamine‐binding protein that contains an N‐terminal WW domain.^[^ ^16^ ^]^ PQBP1 is abundantly expressed in the central nervous system during development,^[^ ^17^ ^]^ and a truncation mutation in PQBP1 causes intellectual disability.^[^ ^18^ ^]^ PQBP1 is an essential component of the cGAS /IRF3‐dependent innate response to HIV through the interaction with cGAS.^[^ ^19^ ^]^ In the nucleus, PQBP1 interacts with U5‐15 kD, a component of the U5 snRNP, which suggests a role for PQBP1 in splicing.^[^ ^20^ ^]^ A recent study has shown that high levels of PQBP1 are associated with poor prognosis in patients with osteosarcoma,^[^ ^21^ ^]^ which suggests its potential role in cancer progression, but the functional significance of PQBP1 in cancer remains largely unknown. Here, we show that ≈11% of ovarian cancer patients harbor genetic alteration of PQBP1 and that high levels of PQBP1 are associated with worse outcome. We further demonstrate that PQBP1 promotes ovarian cancer proliferation and xenograft tumor growth. Importantly, we show that PQBP1 regulates the AS and expression of BAX and that PQBP1 depletion leads to exon 2 inclusion that in turn upregulates BAX and triggers apoptosis in ovarian cancer cells. Our study thus suggests that PQBP1 acts as an oncogenic splicing factor that promotes the survival of ovarian cancer cells.

## 2 Results

### 2.1 PQBP1 is Frequently Increased and Indicates a Poor Prognosis in Ovarian Cancer

Our previous transcriptome (GSE135886) analysis show that 33 of 134 splicing factors were overexpressed in serous ovarian carcinoma (SOC) tissues compared with fallopian tube (FT) tissues.^[^ ^22^ ^]^ These splicing factors include PQBP1, which accounts for 11% of all genomic alterations (with 6.8% of gene copy number amplification and 6.0% of mRNA high expression) in SOC cases according to cBioPortal datasets (**Figure** **1**A). In addition, the increased PQBP1 expression was correlated with higher tumor mutational burden in TCGA OV cohort (Figure 1B). The UALCAN database ^[^ ^23^ ^]^ further showed higher protein levels of PQBP1 in cancer tissues, and its expression was related to clinical stage in ovarian cancer (Figure 1C,D), and pan‐cancer analysis showed that PQBP1 is overexpressed in various cancer types (Figure S1A, Supporting Information). We next performed immunohistochemistry (IHC) using a tissue microarray with 228 SOC tissues and 42 FT tissues and showed that PQBP1 was overexpressed in SOC tissues relative to FT tissues (Figure 1E,F). Importantly, the increased PQBP1 expression was correlated with advanced FIGO stage (P = 0.006), omental involvement (P = 0.002), and more deaths (P <0.001) (Table S2, Supporting Information). Multivariate Cox regression analysis further showed that high PQBP1 expression (P<0.001) and platinum resistance relapse (P = 0.017) were independent risk factors for reduced overall survival (Table S3, Supporting Information). Kaplan–Meier analysis showed that high PQBP1 expression in SOC tissue was correlated with worse overall survival and progression‐free survival both in our cohort and in the Kaplan‐Meier Plotter database (Figure 1G–J). Collectively, these results indicate that high PQBP1 expression is associated with poor prognosis in ovarian cancer patients.

**Figure 1:**
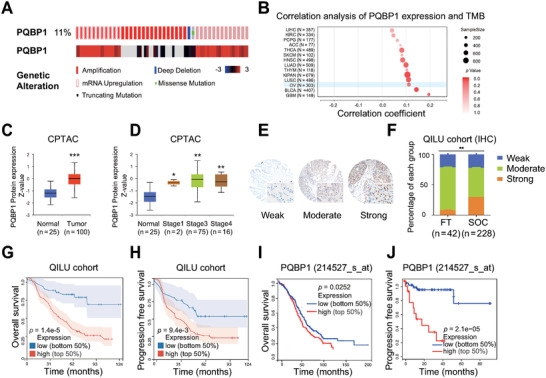
PQBP1 is frequently increased and indicates a poor prognosis in ovarian cancer. A) Genetic alteration of PQBP1 in ovarian cancer was obtained from cBioPortal data. Genetic alteration of PQBP1 (11% of all samples) includes 0.25% of missense mutation, 0.25% deep of deletion, 6.8% of gene copy number amplification, 6.0% of mRNA high expression, and 2.8% of both gene and mRNA amplification. B) The correlation between PQBP1 expression and tumor mutation burden was evaluated by Spearman's correlation analysis of the TCGA OV database (*n* = 303, Spearman coefficient R = 0.110, *P* < 0.05). C,D) PQBP1 protein expression level was analyzed in normal tissues and different stages of tumor tissues in the CPTAC database. E) Representative images of IHC staining of PQBP1 in tissue microarray from the Qilu Hospital cohorts (228 SOC tissues and 42 FT tissues). F) PQBP1 expression levels (weak, moderate, and strong) in FT tissues and SOC tissues in the tissue microarray. G,H) Kaplan‐Meier analysis of the correlation between PQBP1 protein level and patient overall survival (G)/progression‐free survival (H) in the Qilu Hospital cohort. I,J) Kaplan–Meier analysis of the correlation between PQBP1 mRNA expression and patient overall survival (I)/progression‐free survival (J) using the Kaplan Meier plotter cohort. The PQBP1 expression was divided into high and low groups using the best cutoff value. A two‐tailed test (B), Student's unpaired *t*‐test (C, D, and F), or Log‐rank test (G–J) were used to obtain the *P* value. ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001.

### 2.2 PQBP1 Promotes the Proliferation and Xenograft Growth of Ovarian Cancer Cells

To investigate the biological roles of PQBP1 in ovarian cancer, overexpression or knockdown of PQBP1 was established in several ovarian cancer cell lines (Figure S1B–E, Supporting Information). Colony formation and growth curve assays showed that ectopic expression of PQBP1 in HEY and A2780 cells significantly increased cell proliferation, while knockdown of PQBP1 exhibited the opposite effects (**Figure** **2**A,B; Figure S2A,B, Supporting Information). We further assessed the role of PQBP1 in ovarian cancer tumorigenesis in vivo. HEY cells with PQBP1 overexpression and control cells (n = 6) were injected subcutaneously into the flanks of nude mice, and tumor growth was measured over time. As shown in Figure 2C,D, overexpression of PQBP1 in HEY cells led to a significant increase in tumor mass and tumor volume. IHC staining showed that overexpression of PQBP1 increased the Ki‐67 proliferative index compared to the control group (Figure 2E). In contrast, knockdown of PQBP1 resulted in reduced tumor mass, tumor volume, and Ki‐67 proliferative index (Figure 2F–H). Moreover, luciferase‐expressing OV90 cells and HEY cells with PQBP1 overexpression or knockdown and corresponding control cells were intraperitoneally injected into nude mice (*n* = 5 for each group), and luciferase was used as a tracer for in vivo imaging analysis. Forced expression of PQBP1 significantly increased the number and size of abdominal tumors in the mice (Figure 2I,J), while knockdown of PQBP1 had the opposite effects (Figure 2K,L). These findings indicate that PQBP1 is involved in ovarian cancer progression.

**Figure 2:**
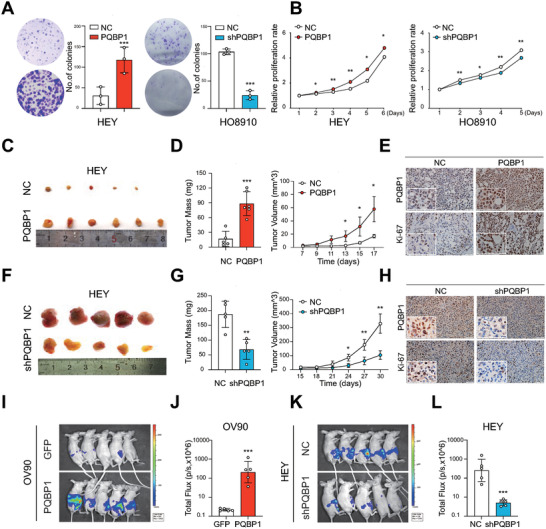
PQBP1 promotes the proliferation and xenograft growth of ovarian cancer cells. A,B) The effect of PQBP1 on ovarian cancer cell proliferation was analyzed via (A) colony formation assays and (B) MTT assays upon PQBP1 overexpression in HEY cells (*n* = 3) or knockdown in HO8910 cells (*n* = 3). C—E) Representative images of OV xenograft tumors (C), tumor mass and tumor volume (D), IHC staining of Ki‐67 and PQBP1 (E) in control and PQBP1 overexpressing HEY cells. F—H) Representative images of OV xenograft tumors (F), tumor mass and tumor volume (G), and IHC staining of Ki‐67 and PQBP1(H) in control and PQBP1 knockdown HEY cells. I,J) Images and quantification of luciferase signals in nude mice intraperitoneally injected with control and PQBP1‐overexpressing OV90 cells. K,L) Images and quantification of luciferase signals in nude mice intraperitoneally injected with control and PQBP1 knockdown HEY cells. NC group represents cells transfected with corresponding control vector. Student's unpaired *t*‐test was used to calculate the *p*‐value. Three independent experiments were performed to obtain the mean ± SD value (*n* = 3 replicate experiments). ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001.

### 2.3 Genome‐Wide Identification of PQBP1 Binding and PQBP1‐Regulated Splicing Events

PQBP1 is a component of the precatalytic spliceosome (B complex) that is involved in splicing. ^[^ ^24^ ^]^ IHC and immunofluorescence analysis of SOC tissue samples and ovarian cancer cells showed that PQBP1 was predominantly localized in the cell nucleus (Figures 1E and 2E,H; Figure S3A, Supporting Information). Using immunoprecipitation coupled to mass spectrometry, we identified 15 core spliceosome components that interacted with PQBP1 in HEY cells (**Figure** **3**A; Table S4, Supporting Information), including the two well‐known PQBP1‐associated spliceosome components SF3B1 and WBP11.^[^ ^25^ ^]^ To gain global insights into PQBP1‐RNA binding sites, spyCLIP‐seq of PQBP1 was performed in HEY cells as described previously.^[^ ^26^ ^]^ The spy‐FLAG‐tagged version of PQBP1 was shown in Figure S3B (Supporting Information). By deep sequencing analysis of PQBP1‐bound RNAs, we found that PQBP1 was predominantly mapped to exons (62.46%) (Figure 3B). RIP‐seq analysis further verified that PQBP1 bound preferentially to exon regions (55.18%). (Figure 3C; Figure S3C, Supporting Information). The PQBP1‐binding motif is shown in Figure 3D. Next, we analyzed the PQBP1‐binding intensity across exons and introns and observed more binding intensity on exons (Figure 3E; Figure S3D, Supporting Information). Importantly, PQBP1 exhibited a strong binding preference for splicing sites, with greater binding to 5′ splicing sites (Figure 3F). The reads mapping distribution analysis showed that 3′ end introns adjacent to PQBP1‐bound exons were significantly decreased upon PQBP1 depletion (*p* = 0.0009, Figure 3G), while PQBP1‐bound introns demonstrated decreased intron retention and increased 3′ end exon skipping (*p* = 0.0097, Figure 3H). The genomic landscape of PQBP1‐binding on RNAs indicates its potential role in AS. Further, we compared PQBP1‐bound genes with differentially expressed genes upon PQBP1 knockdown and found that PQBP1‐bound genes were significantly downregulated on a genome‐wide scale (Figure 3I–K), suggesting that PQBP1 regulates gene expression by binding to exons.

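Gene expression upon PQBP1 knockdown was measured by short-read RNA-seq in HEY cells, an ovarian cancer cell line, with 3 samples carrying a control hairpin (shNC) and 3 carrying a hairpin against PQBP1 (shPQBP1). The libraries were made from poly(A) RNA and sequenced in pairs on an Illumina instrument. The legend of Fig. S3E gives 48 h of doxycycline induction for the PQBP1-depleted HEY cells, and the methods give 48 or 72 h after induction in general. The sample labels give day 3 for every sample, with doxycycline at 1 µg ml-1 in the shPQBP1 samples and no treatment in the shNC samples, so that by the labels the hairpin and doxycycline differ together between the groups. The authors mapped the reads to hg38 with HISAT2, reconstructed transcripts with StringTie, compared the groups with edgeR and deposited 1 table with the FPKM of each gene in each sample, rounded to 2 decimals. The FPKM values of all genes summed to 318484.3, 294970.3 and 304196.4 in the shNC samples and to 282733.6, 287422.6 and 278285.8 in the shPQBP1 samples. Between 26.5% and 29.8% of the genes were listed at 0 in a sample. The number of reads behind each value is unknown, because FPKM values carry no counts and the low values showed no step of whole reads, so no counting interval is given. The 10 genes with the highest FPKM held between 25.5% and 26.7% of the total in the shNC samples and between 22.4% and 23.8% in the shPQBP1 samples.

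The FPKM values were used as deposited, on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. Genes with a mean FPKM of at least 1 over the 6 samples were tested, 11413 in all, with limma (moderated test with a mean-variance trend, two-sided) and Benjamini-Hochberg adjustment. Pearson's correlation of the log2 values across genes lay between 0.926 and 0.955 for shNC sample 1 against each of the other samples, the lowest range of the 6 samples. PQBP1 (ENSG00000102103), on chromosome X of hg38 from 48890197 to 48903402, had an FPKM of 6.93 ± 0.255 (SD, n = 3) in the shNC samples and 1.61 ± 0.151 (SD, n = 3) in the shPQBP1 samples. Its log2 fold change was -2.04 (standard error 0.10, adjusted p = 0.00154 from limma). Every shPQBP1 sample was below every shNC sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). With each sample left out in turn, the log2 fold change stayed between -2.08 and -1.96.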

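At the threshold of the methods, a fold change over 2 either way and an unadjusted p under 0.05, 173 of the 11413 genes differed between shPQBP1 and shNC cells, 111 higher and 62 lower upon knockdown. The filter on low values moved this count most: it was 662 with every gene above 0 in at least 1 sample tested, and 40 with genes at a mean FPKM of at least 10. The authors' deposited table marks 490 of its 32679 genes as significant, 290 up and 200 down. Every shPQBP1 sample lay on the same side of every shNC sample in 3928 genes (34.4%), where chance gives 10%.

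The full list of PQBP1-bound genes from spyCLIP-seq was not used here. The genes of Table S6, 567 genes that the paper found both bound by PQBP1 and alternatively spliced, were compared with all other genes, and 556 of them passed the filter. Their median log2 fold change was -0.047, against 0.024 for the other genes, a shift of -0.071. Of the 556 genes, 246 were higher and 310 lower in the shPQBP1 samples. A Wilcoxon rank-sum test across genes, the kind named in the legend of Figure 3, gave p = 0.00024 (n = 556 genes of the list), but it treats genes as independent. The camera test of limma, with an inter-gene correlation of 0.01, gave p = 0.061, and the fry test gave p = 0.0552, so that no call was made under either. Among 10000 random lists of the same size matched on mean expression, with a median of 0.011 and a central 95% from -0.019 to 0.0405, the median of the Table S6 genes lay at percentile 0.02. Such lists also treat genes as independent. The percentile moved most when only genes with a mean FPKM of at least 10 were kept, to 49.6. The log2 fold change of all tested genes followed GC content (Spearman's rho = -0.459 across genes, which are not independent replicates), and the median GC content was 52.9% for the Table S6 transcripts and 47.3% for the others. After the trend on GC content and transcript length was removed from each sample, a step chosen after seeing the data, the shift was -0.013 and the median lay at percentile 45.97 of the matched lists.

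**Figure D1:**
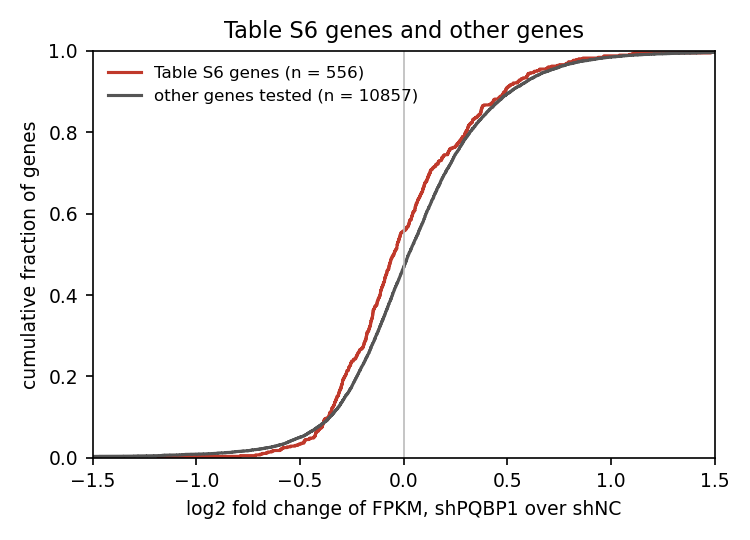
Cumulative fraction of genes (vertical axis) against the log2 fold change of FPKM, shPQBP1 over shNC (horizontal axis), for the 556 tested genes of Table S6 (red) and the other tested genes (grey), with 3 samples per group. The red curve lies to the left of the grey curve around 0, with medians of -0.047 and 0.024.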

**Figure 3:**
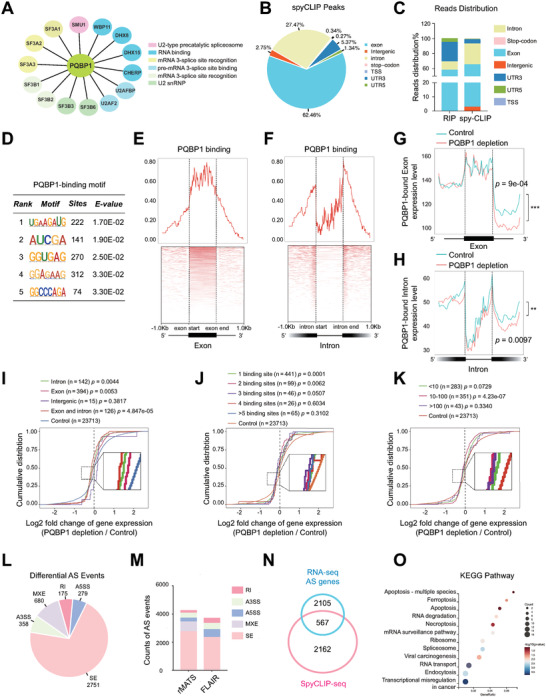
Genome‐wide identification of PQBP1‐regulated splicing events. A) PQBP1‐interacting spliceosome components (*n* = 15) were identified by immunoprecipitation coupled to mass spectrometry. B) Pie chart showing the distribution of PQBP1 binding peaks across different genomic regions using the spyCLIP‐seq data. C) Distribution of PQBP1 binding peaks in different genomic regions using RIP‐seq and the spyCLIP‐seq data. D) Top‐five PQBP1‐binding motifs were identified by STREME, and ranked by E‐value, and the binding site number is listed. The E‐value in STREME was calculated using a one‐sided binomial test. E—H) The PQBP1‐binding reads distribution (E,F) and transcripts (G, H) in genome‐wide regions by meta‐exon or meta‐intron analysis. The exon and intron region length were scaled to 1.0 kb to normalize different exon and intron lengths. Meta‐exon analysis of PQBP1 binding sites together with the heatmap of PQBP1 binding (E) and transcripts (G) in the PQBP1‐binding exons (*n* = 930). Meta‐intron analysis of PQBP1 binding sites together with the heatmap of PQBP1 binding (F) and transcripts (H) in the PQBP1‐bound introns (*n* = 409). *P*‐values were calculated by the Kolmogorov‐Smirnov test. I—K) The cumulative curves of gene expression changes were analyzed through combination analysis of the region (I), number (J), and enrichment (K) of PQBP1‐binding sites in HEY cells with PQBP1 depletion compared with control cells. P values were calculated by the pairwise Wilcoxon test with Bonferroni adjustment. L) Pie chart depicting the different types of significantly differential AS events upon PQBP1 depletion analyzed and filtered by rMATS. *P* < 0.05 and |IncLevelDifference| > 0.05 were the filter criteria. SE, skipped exon; RI, retained intron; A5SS, alternative 5′ splice site; A3SS, alternative 3′ splice site; MXE, mutually exclusive exons. M) Different AS events were analyzed by the rMATS using short‐read RNA‐seq data and algorithm FLAIR using long‐read Nanopore RNA‐seq data. N) Venn diagram of the differentially alternatively spliced genes analyzed by rMATS (2672) and the PQBP1‐bound genes (2729) acquired from the spyCLIP‐seq data. O) KEGG analysis of 567 overlapping genes from (N).

We next analyzed the AS events using the rMATS software for short‐read RNA‐seq data in PQBP1 knockdown and control HEY cells. A total of 4243 differential AS events were identified, accounting for one‐third of the detected splicing events (Table S5, Supporting Information). Among differential AS events, exon skipping is the most prevalent type (64.84%, 2751 of 4243) (Figure 3L). A total of 1046 exon inclusion events and 993 exon skip events were identified upon PQBP1 depletion (Figure S3E, Supporting Information). Long‐read nanopore RNA sequencing data analysis using the FLAIR software further revealed that the most predominant AS events upon PQBP1 knockdown were skipped exons (63.41%, 2340 of 3690) (Figure 3M). 

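Expression changes in the shPQBP1 samples were counted among the 567 genes of Table S6, of which 556 were tested. At a fold change over 2 and an unadjusted p under 0.05, 6 of them differed, 4 higher and 2 lower. At an unadjusted p under 0.05 with no limit on the fold change, 152 differed (27.3%), 52 higher and 100 lower, against 23.4% of the other genes. At an adjusted p under 0.05 (limma, Benjamini-Hochberg), 13 differed (2.3%), 8 higher and 5 lower, against 2.9% of the other genes. The count at an adjusted p under 0.05 was 57 after the correction for GC content and transcript length, the setting that moved it furthest upwards. The authors' deposited table marks 7 of the 567 genes as significant and gives 78 of them an unadjusted p under 0.05. A list drawn from alternative splicing and binding need not differ in total RNA, since the FPKM of a gene sums over its isoforms.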

To identify the direct targets that account for the function of PQBP1 in ovarian cancer, we compared PQBP1‐bound genes and differential AS events and identified 567 common genes (Table S6, Supporting Information). 

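The KEGG pathways of the Table S6 genes were counted with the pathway annotation in the authors' deposited table. The background was the 4141 tested genes with a KEGG annotation, 234 of them in Table S6, and 323 pathways with 5 to 500 background genes were tested (one-sided Fisher's exact test, Benjamini-Hochberg adjustment over pathways). No pathway had an adjusted p under 0.05, and 12 had an unadjusted p under 0.05. With every annotated gene as the background, or only genes with a mean FPKM of at least 10, the count was also 0, with 19 and 8 pathways at an unadjusted p under 0.05. The pathway with the smallest p was Transcriptional misregulation in cancer, with 16 genes, BAX among them, where 5.99 were expected (exact p = 0.000246, adjusted p = 0.0794). RNA transport held 15 genes where 8.02 were expected (exact p = 0.0133, adjusted p = 0.779). The Apoptosis pathway held 6 genes of the list (AKT1, BAX, CAPN2, NFKBIA, PIDD1 and TNFRSF10B), where 5.99 were expected (exact p = 0.559, adjusted p = 1). Apoptosis - multiple species held BAX and BECN1, where 1.36 genes were expected (exact p = 0.397). Among the other cell death pathways, Ferroptosis held 4 genes where 1.75 were expected (exact p = 0.0946) and Necroptosis held 8 where 6.1 were expected (exact p = 0.265).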

KEGG analysis of the overlapping genes showed pathways related to apoptotic signaling pathway. We subsequently measured the expression level of ten selected overlapping genes by qPCR in control and PQBP1 knockdown HEY cells. 

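The RNA-seq values of the 10 genes of Fig. S3F (BAX, FLI1, FN1, MTSS1, STAT5A, ZEB1, NFIB, PDCD6, CCNL2 and NEDD4) were taken from the shNC and shPQBP1 HEY samples. The paper's text gives HEY cells for the qPCR, and the legend of Fig. S3F gives OV90 cells. The log2 fold change had the direction of the qPCR bars in 8 of the 10 genes, and BAX and ZEB1 had the opposite direction. The same count was found under each alternative that could be computed. Over all genes tested, 3 of the 10 had an adjusted p under 0.05 (limma, Benjamini-Hochberg), namely FN1, MTSS1 and NFIB. Adjusted over the list alone, 7 of the 10 were under 0.05, but the paper does not say how the 10 genes were selected among the overlapping genes, so a choice that rests on these samples is not ruled out. In the authors' deposited edgeR comparison, the adjusted p was 0 after rounding for FN1 and MTSS1, 0.01 for STAT5A and 0.04 for NEDD4. It was 0.05 for NFIB, 0.08 for ZEB1 and at least 0.25 for the rest.

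BAX (ENSG00000087088) had an FPKM of 64.41, 50.8 and 52.76 in the shNC samples and of 41.5, 43.86 and 42.57 in the shPQBP1 samples, or 55.99 ± 7.36 against 42.6 ± 1.18 (SD, n = 3 each). Its log2 fold change was -0.38 (standard error 0.10, adjusted p = 0.107 from limma, unadjusted p = 0.00979 in the same model over all genes). Every shPQBP1 sample was below every shNC sample, and the two-sided exact permutation test gave p = 0.1, the smallest p possible for 3 samples against 3. The authors' deposited table gives BAX a log2 fold change of -0.39, with p = 0.03 and an adjusted p of 0.27. Without shNC sample 1, the sample with the highest BAX value, the log2 fold change was -0.28. After the correction for GC content and transcript length, which was chosen after seeing the data, it was -0.23 (adjusted p = 0.0335 from limma, in a range from 0.0335 to 0.293 over the alternatives).

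FN1 rose from 43.4 ± 1.06 to 143.88 ± 14.5 FPKM (SD, n = 3 each), a log2 fold change of 1.72 (standard error 0.09, adjusted p = 0.00176 from limma). NFIB rose from 2.72 ± 0.223 to 4.24 ± 0.171 FPKM, a log2 fold change of 0.63 (adjusted p = 0.0327 from limma). With 1 sample left out, this adjusted p was 0.0328 without shNC sample 1 and between 0.0811 and 0.146 without each of the others. It was 0.0683 with every gene above 0 in at least 1 sample tested, and after the correction for GC content and transcript length the log2 fold change of NFIB was 0.35 (adjusted p = 0.112 from limma). ZEB1 had 4.51 ± 1.61 FPKM in the shNC samples and 7.96 ± 1.73 in the shPQBP1 samples, a log2 fold change of 0.84 (adjusted p = 0.157 from limma). PDCD6 changed by less than the spread between samples, from 5.05 ± 0.451 to 4.76 ± 0.775 FPKM.

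**Figure D2:**
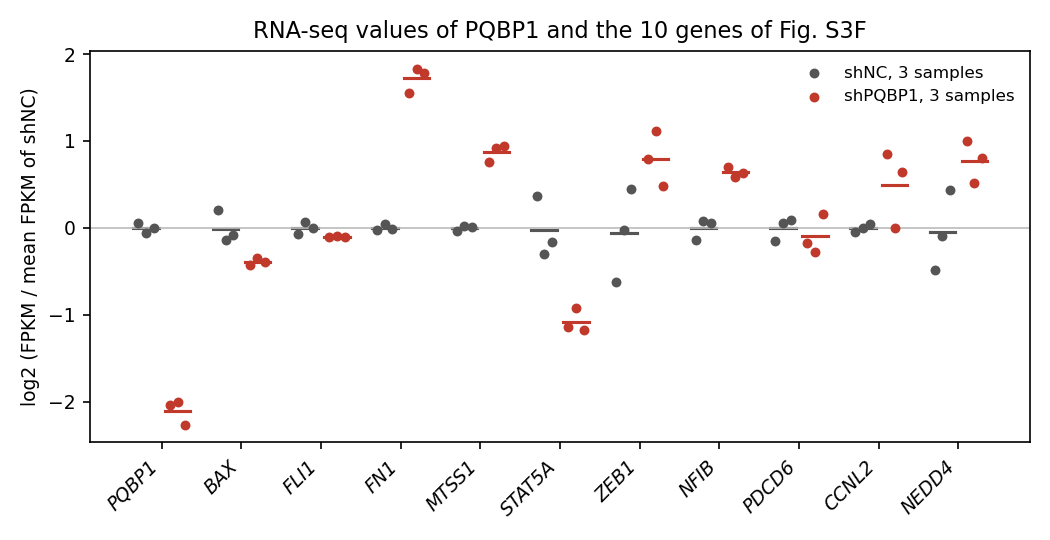
Log2 ratio of each sample's FPKM to the mean FPKM of the shNC samples (vertical axis) for PQBP1 and the 10 genes of Fig. S3F (horizontal axis), with 3 shNC samples (grey points) and 3 shPQBP1 samples (red points) per gene and the mean of the log2 ratios of each group as a line. The BAX points of the shPQBP1 samples lie below those of the shNC samples, and the points of the groups overlap for PDCD6 and CCNL2.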

Consistent with the RNA‐seq data, the expression of genes including BAX, was verified by qPCR (Figure S3F, Supporting Information). Moreover, we analyzed the AS patterns and binding peaks of five differentially expressed potential targets that were bound with PQBP1 (Figure S4A—O, Supporting Information). 

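Among the 5 targets of Fig. S4, FLI1, STAT5A, MTSS1, NEDD4 and CCNL2, 1 gene differed in FPKM at an adjusted p under 0.05 from limma. The authors' deposited edgeR comparison gives more of them an adjusted p under 0.05. Rounded to 2 decimals, it was 0 for MTSS1, 0.01 for STAT5A, 0.04 for NEDD4, 0.25 for CCNL2 and 0.83 for FLI1. MTSS1 (ENSG00000170873) rose from 5.25 ± 0.129 FPKM in the shNC samples to 9.62 ± 0.677 in the shPQBP1 samples (SD, n = 3 each), a log2 fold change of 0.86 (standard error 0.09, adjusted p = 0.0104 from limma). This adjusted p was 0.0521 without shNC sample 3, 0.0686 without shPQBP1 sample 2 and 0.0757 without shPQBP1 sample 3. STAT5A fell from 2.60 ± 0.667 to 1.23 ± 0.119 FPKM, a log2 fold change of -0.99 (standard error 0.20, adjusted p = 0.0552 from limma, 0.0461 without shNC sample 1). After the correction for GC content and transcript length, chosen after seeing the data, its log2 fold change was -0.91 (adjusted p = 0.0236 from limma). The adjusted p of STAT5A ran from 0.0236 to 0.227 over the alternatives. NEDD4 rose from 13.25 ± 4.29 to 22.9 ± 3.74 FPKM, with an adjusted p of 0.13 from limma. CCNL2 had values of 8.27, 8.54 and 8.78 in the shNC samples and of 15.37, 8.49 and 13.29 in the shPQBP1 samples, so that the groups overlapped (adjusted p = 0.23 from limma). FLI1 changed least, from 7.10 ± 0.351 to 6.62 ± 0.040 FPKM (adjusted p = 0.447 from limma).

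The splicing of these genes was read from Table S5, whose values are the paper's and whose copy used here holds 1998 of the paper's 4243 events. STAT5A and CCNL2 had events in this part. For the STAT5A exon on chromosome 17 from 42291972 to 42292061, the paper's table lists 27 skipping reads over the 3 replicates of its first group and 4 over those of its second, with mean inclusion levels of 0.701 and 0.915. For the CCNL2 exon on chromosome 1 from 1391297 to 1391575, it lists 14 and 23 skipping reads, with mean inclusion levels of 0.663 and 0.417. The paper's false discovery rate is 0.013 for the STAT5A event and 0.427 for this CCNL2 event. Another CCNL2 exon, from 1392790 to 1392803, has mean inclusion levels of 0.341 and 0.201, with a false discovery rate of 0.496. The table does not name its groups, but its junction reads matched the first group to shNC, as given with the BAX events below.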

We then successfully validated the AS and binding patterns of these genes by RT‐PCR, RIP‐seq and spyCLIP seq (Figure S4A–O, Supporting Information). These results imply that PQBP1 is a spliceosome component that regulates the splicing and expression of several genes.

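Over all genes tested, 332 had an adjusted p under 0.05 between the shPQBP1 and the shNC samples (limma, Benjamini-Hochberg), 197 higher and 135 lower upon PQBP1 knockdown. Leaving out 1 sample moved this count to between 30 (without shPQBP1 sample 3) and 466 (without shNC sample 1). The alternative that moved it most upwards was the correction for GC content and transcript length, with 1006 genes, 489 higher and 517 lower, 302 of them among the 332.

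The largest changes among these genes were found outside Table S6. MIR30A (ENSG00000207827), a microRNA gene on chromosome 6 of hg38 from 71403551 to 71403621 inside the long non-coding RNA gene LINC00472, rose from 0.113 ± 0.035 to 3.88 ± 0.369 FPKM (SD, n = 3 each), a log2 fold change of 4.23 (standard error 0.20, adjusted p = 0.00153 from limma). The authors' deposited table gives it p = 1. The methods place the PQBP1 hairpin in the pGIPZ vector, and reads from this construct were not told apart from reads of the gene. LGR5 (log2 fold change 2.08), SERPINB2 (2.07), AC006064 (2.04, ENSG00000276232, a short non-coding gene within the span of NCAPD2) and C3 (2.03) followed. SERPINB2 rose from 7.23 ± 0.598 to 30.6 ± 0.304 FPKM. RN7SK had the largest fall, from 7.40 ± 1.64 to 0.807 ± 0.492 FPKM, a log2 fold change of -3.16 (standard error 0.38, adjusted p = 0.0184 from limma). RN7SK is a small nuclear RNA with many near-identical copies in the genome, while the libraries were made from poly(A) RNA. Neither reads shared among the copies nor a difference in poly(A) selection between the libraries was tested. LAPTM5 (-2.43), NUDT4 (-2.25, which has a close copy in NUDT4B), ZNF114 (-2.17) and BTBD19 (-2.16) followed. In the 6 fits that each left out 1 sample, the limma-adjusted p rose as far as 0.157 for ZNF114 and 0.119 for LGR5, both under 0.05 in 1 fit, without shNC sample 3 (0.0238) and without shNC sample 1 (0.0157). It rose as far as 0.0937 for RN7SK and 0.0747 for BTBD19, both under 0.05 in 2 fits, and 0.118 for AC006064, under 0.05 in 3 fits.

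The paper reasons from the binding of PQBP1 to RNA, from the splicing events and expression changes upon knockdown and from their measurement by qPCR and RT-PCR, and it proposes that PQBP1 acts as part of the spliceosome on both the splicing and the level of several genes.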

### 2.4 Overexpression of PQBP1 Promotes Exon Skipping and Degradation of BAX

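The flowchart of Figure 4A takes differentially expressed genes at p under 0.05 and gives no limit on the fold change. At this unadjusted p, 2689 of the genes tested in the shNC and shPQBP1 samples differed (limma), 1353 higher and 1336 lower upon knockdown. Lower genes outnumbered higher genes under median-of-ratios scaling (1406 against 1301), under quantile normalization (1619 against 1168) and after the correction for GC content and transcript length (1755 against 1410). The filter on low values moved the count most, to 4156 with every gene above 0 in at least 1 sample tested and to 956 at a mean FPKM of at least 10. The authors' deposited table gives 1926 of its genes a p under 0.05 and 425 an adjusted p under 0.05.

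Of the 32 candidate genes printed in Figure 4A, 25 had an unadjusted p under 0.05, 11 higher and 14 lower in the shPQBP1 samples, and 7 did not. The fold change was over 2 at an unadjusted p under 0.05 in FN1 and NEXN. FN1, MTSS1 and IGF2BP2 had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 22 of the 32 were under 0.05, but the study chose the list on these samples, so this count is not independent evidence. In the authors' deposited edgeR comparison, the adjusted p was 0.03 for NEXN, 0.04 for NEDD4 and 0.1 for IGF2BP2. NEXN rose from 6.96 ± 2.73 to 13.72 ± 2.50 FPKM (SD, n = 3 each), a log2 fold change of 1.04 (standard error 0.32, adjusted p = 0.134 from limma). IGF2BP2 fell from 54.15 ± 2.31 to 39.2 ± 0.538 FPKM, a log2 fold change of -0.47 (standard error 0.07, adjusted p = 0.025 from limma). With 1 sample left out, this adjusted p was 0.0161 without shNC sample 1 and between 0.0811 and 0.129 without each of the others.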

We narrowed down PQBP1‐bound, alternatively spliced, and differentially expressed genes according to the flowchart shown in **Figure** **4**A. We took genes from the intersection of differentially expressed genes, differential AS events as identified by two algorithms (rMATS and FLAIR) and PQBP1‐bound genes as identified by spyCLIP (Figure 4B). Among the validated PQBP1‐bound and alternatively spliced genes, we focused on BAX, a pro‐apoptotic member of the BCL2 family. 

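BAX lies on chromosome 19 of hg38 from 48954815 to 48961798, on the plus strand, and its canonical transcript in GENCODE release 44 has 6 exons. Exon 2 spans 48955548 to 48955599, 52 bp with the sequence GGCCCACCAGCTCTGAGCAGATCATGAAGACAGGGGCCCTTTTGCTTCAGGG. Intron 1 ends with TCTCCTCTAG before it, and intron 2 starts with GTGAGTTTGAGGTCTGATTA after it. The FPKM of BAX in the HEY samples sums over isoforms, so exon 2 inclusion was read from the paper's Table S5, of which 1998 of 4243 events were used here. The table does not name its groups. Across 1030 genes with at least 100 junction reads, the log2 ratio of junction reads in its first over its second group followed the log2 ratio of FPKM in the shNC over the shPQBP1 samples (Pearson's r = 0.67, Spearman's rho = 0.682, across genes, which are not independent replicates). Each of its 6 columns of junction reads correlated best with the FPKM column of the same replicate number, the first group with shNC and the second with shPQBP1.

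The paper's table lists 2 skipped-exon events for BAX exon 2. In the event between exon 1 and exon 3, the inclusion reads were 698, 477 and 550 in the first group and 478, 494 and 468 in the second. The skipping reads were 23, 33 and 0 in the first group and 12, 2 and 11 in the second. The mean inclusion levels were 0.958 and 0.977, a difference (first less second group) of -0.02, for which the paper's p is 0.00836 and its false discovery rate 0.21. In the event between exon 1 and exon 4, the inclusion reads were 91, 63 and 88 in the first group and 41, 45 and 64 in the second. Its skipping reads were 0 in each replicate of the first group, and 0, 12 and 0 in the second. The mean inclusion levels were 1 and 0.912, a difference of 0.088, for which the paper's p is 0.000149 and its false discovery rate 0.014. All skipping reads of this event came from replicate 2 of the second group. Both forms of this event lack exon 3, so neither is the full transcript or the transcript that lacks exon 2 alone. Another BAX event, for exon 3, had a difference of -0.021.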

We analyzed the AS pattern of BAX in the RNA‐seq data using the rMATS algorithm and found that PQBP1 knockdown promoted exon 2 inclusion to generate the full‐length isoform of BAX (BAX‐L) without significant splicing events in other BAX genome locations (*p* < 0.05 and |IncLevelDifference| > 0.05) (Figure 4C; Table S5, Supporting Information). We next validated the AS pattern of BAX by RT‐PCR and found that PQBP1 depletion promoted exon 2 inclusion and generated a full‐length isoform of BAX (BAX‐L), while overexpression of PQBP1 promoted exon 2 skipping and generated a short isoform of BAX (BAX‐S) (Figure 4D,E). A minigene splicing assay further verified that siRNA knockdown of PQBP1 promoted exon 2 inclusion to generate BAX‐L (Figure 4F; Figure S5A, Supporting Information). In contrast, ectopic expression of PQBP1 promoted exon 2 skipping and resulted in BAX‐S (Figure 4G; Figure S5B, Supporting Information). To determine whether PQBP1 directly binds to BAX pre‐mRNA, we analyzed the spyCLIP‐seq and RIP‐seq data. Importantly, PQBP1 was shown to bind to exon 2 and intron 2 of BAX pre‐mRNA (Figure 4H). A RIP‐PCR assay further verified the direct binding of PQBP1 to BAX pre‐mRNA (Figure 4I). Moreover, an RNA pull‐down assay showed that PQBP1 was pulled down by the biotin‐labeled BAX pre‐mRNA (Figure 4J).

**Figure 4:**
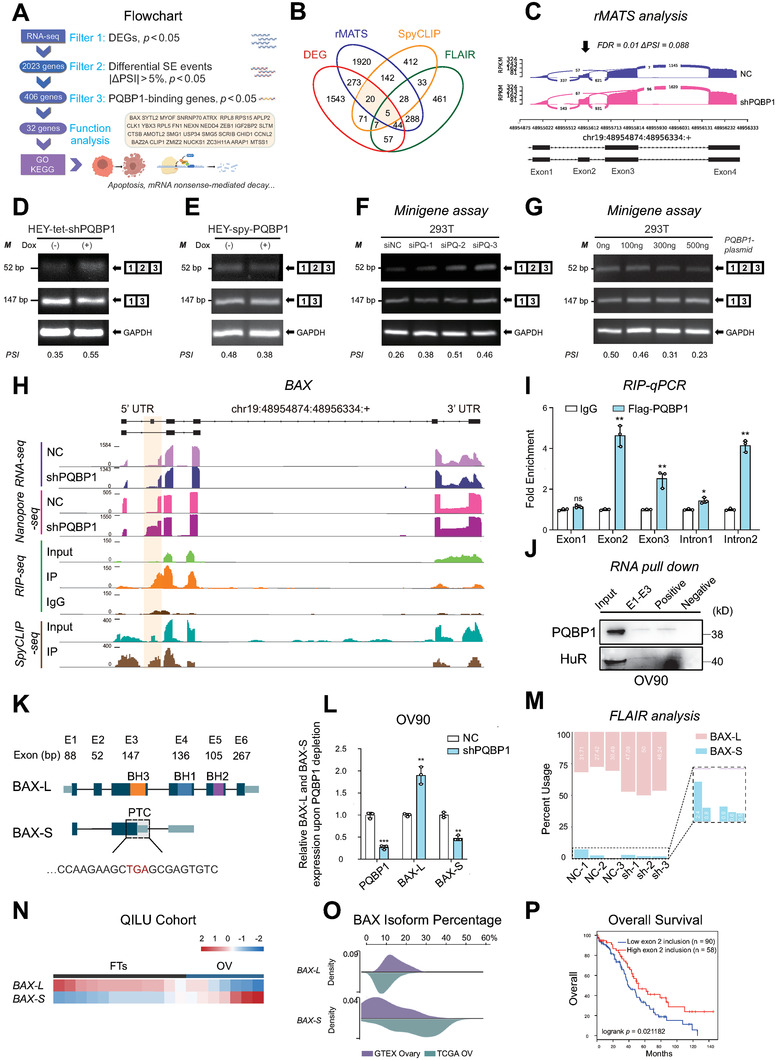
Overexpression of PQBP1 promotes exon skipping and degradation of BAX A) Flowchart summarizing the strategy of PQBP1 candidate target gene selection. B) The Venn diagram of differentially expressed genes from short‐read RNA‐seq data, differential AS events identified by rMATS and FLAIR and PQBP1 bound genes identified by spyCLIP‐seq data. C) IGV‐Sashimi plots showing the AS events in BAX using RNA‐seq data in HEY cells after PQBP1 depletion. The ΔPSI value for exon 2 skipping was calculated with MISO. D,E) RT‐PCR was performed to analyze BAX exon 2 inclusion upon PQBP1 knockdown (D) or overexpression (E) in HEY cells using isoform‐specific primers. F) A minigene assay was performed to verify BAX exon 2 skipping in 293T cells with PQBP1 depletion using different siRNAs. G) Minigene assay was conducted to verify BAX exon 2 skipping in 293T cells transfected with PQBP1 expression plasmids (0, 100, 300, 500 ng). H) AS of BAX and the PQBP1 bound region of BAX were visualized by IGV using RNA‐seq, Nanopore‐seq, RIP‐seq, and spyCLIP‐seq data. The orange region highlights the BAX AS and PQBP1 bounds region. I) RIP‐qPCR was performed to validate the binding regions of PQBP1 in BAX pre‐mRNA. J) RNA pull‐down assay verified the interaction between PQBP1 and BAX pre‐mRNA. The positive control was the 3′ UTR of the androgen receptor RNA. And the negative control was poly (A) _25_ RNA. K) Schematic diagram of two BAX isoforms. BAX‐L is the canonical isoform, and BAX‐S is the altered splicing isoform, which generates a premature termination codon (PTC). L) The relative mRNA expression of the two BAX isoforms was analyzed by qPCR in OV90 cells upon PQBP1 depletion. M) BAX‐L and BAX‐S percentages were analyzed by FLAIR using Nanopore‐seq data. N,O) BAX isoform percentages were analyzed in normal tissues and ovarian cancer tissues using Qilu Hospital cohort samples (N) and GTEx and TCGA databases (O). P) Analysis of relationship between BAX exon 2 inclusion level and overall survival using the best cutoff value. NC group represents cells transfected with corresponding control vector. Student's unpaired *t*‐test (I, L) or log‐rank test (P) was used to calculate the *p*‐value. Three independent experiments were performed to obtain the mean ± SD value (*n* = 3 replicate experiments). ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001.

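The reading frames of both isoforms were derived from the hg38 sequence and the BAX exons of GENCODE release 44, with no sample involved. The 6 exons of BAX-L measure 88, 52, 147, 136, 105 and 267 bp, and its reading frame holds 192 codons before a TGA stop codon in exon 6. The 52 bp of exon 2 are not a multiple of a codon's length. Without exon 2, the frame shifts and holds 41 codons before a TGA stop codon in exon 3, on chromosome 19 from 48955776 to 48955778, in the sequence CCACCAAGAAGCTGAGCGAGT. This stop codon lies 296 nt before the last exon junction of BAX-S. Of the 12 BAX transcripts in GENCODE release 44, 3 join exon 1 to sequence past exon 2.

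**Figure D3:**
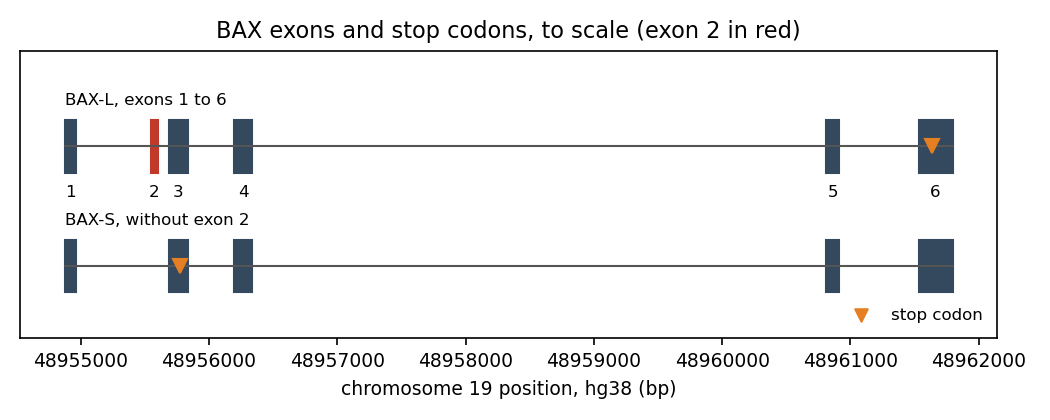
Exons of BAX-L and of BAX-S (boxes) along chromosome 19 of hg38 in bp (horizontal axis, to scale), with exon 2 in red and the stop codon of each reading frame as a triangle. The stop codon lies in exon 6 for BAX-L and in exon 3 for BAX-S.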

To clarify the consequence of PQBP1 on the AS of BAX, we analyzed the sequence of BAX‐S and found that exon 2 skipping introduced a premature termination codon that may result in nonsense‐mediated decay (Figure 4K). We next measured the RNA half‐life in HEY cells treated with Actinomycin D, and found that knockdown of UPF1 significantly prolonged the decay rate of BAX‐S, while BAX‐L was not affected (Figure S5C—E, Supporting Information). Overexpression of PQBP1 could abolish the accumulation of BAX caused by siUPF1 (Figure S5F, Supporting Information), while depletion of PQBP1 had the opposite effect (Figure S5G, Supporting Information). We further performed qPCR using isoform‐specific primers and found that knockdown of PQBP1 increased the level of BAX‐L, and decreased the level of BAX‐S, while overexpression of PQBP1 had the opposite effect (Figure 4L; Figure S5H, Supporting Information). Nanopore sequencing data analysis by FLAIR software further demonstrated that BAX‐L was increased and BAX‐S was decreased upon PQBP1 knockdown (Figure 4M); and BAX exon 2 skipping indeed was the major changed splicing event from PQBP1 knockdown (p < 0.05 and |IncLevelDifference| > 0.05 were used as thresholds) (Table S7, Supporting Information). Furthermore, we adopted kallisto program to analyze changes in all BAX isoforms from loss of PQBP1 function using Illumina and Nanopore data and arrived at the same conclusion that BAX‐L was increased and BAX‐S was decreased upon PQBP1 knockdown with other isoforms were not expressed or not significantly changed except two non‐protein coding transcripts BAX‐204 and BAX‐206 (Figure S5I, Supporting Information). Strikingly, BAX‐L was predominantly expressed in normal tissues, whereas BAX‐S was predominantly expressed in SOC tissues both in the Qilu Hospital and TCGA cohorts (Figure 4N,O). Moreover, ovarian cancer patients with low inclusion of exon 2 showed significantly poorer prognosis (Figure 4P). Taken together, these results indicate that PQBP1‐mediated AS and expression of BAX might play a role in ovarian cancer progression.

### 2.5 PQBP1 Depletion Upregulates BAX and Triggers Apoptosis in Ovarian Cancer Cells

To explore the functional significance of PQBP1‐mediated AS of BAX, we first performed immunoblotting and found that PQBP1 depletion significantly increased the level of BAX and decreased the level of BCL‐2 in OV cell lines (**Figure** **5**A). We then measured apoptosis using Annexin V‐PE/7‐AAD staining and flow cytometry and found that knockdown of PQBP1 expression was sufficient to induce spontaneous apoptosis of ovarian cancer cells (Figure 5B, Figure S6A, Supporting Information). In contrast, the overexpression of PQBP1 inhibited H_2_O_2_‐induced apoptosis of ovarian cancer cells (Figure S6B, Supporting Information). We measured the ROS levels and observed that PQBP1 knockdown significantly increased reactive oxygen species (ROS) levels while overexpression of PQBP1 suppressed ROS levels in HEY cells (Figure 5C). We further measured the mitochondrial mass using Mito‐Tracker staining and flow cytometry. The mitochondrial mass was significantly downregulated by PQBP1 knockdown and upregulated by PQBP1 ectopic expression (Figure 5D). Furthermore, the mitochondrial membrane potential was reduced in PQBP1 knockdown and was increased upon PQBP1 overexpression in HEY cells as evidenced by the JC‐1 assay (Figure 5E,F). Moreover, we measured respiratory capacity using Seahorse XF96 analyzer and found a significantly decreased maximal oxygen consumption rate (OCR) in PQBP1 knockdown cells (Figure 5G). However, there was no notable change in either basal or maximal OCR in PQBP1‐overexpressing cells (Figure 5H). These results indicate that PQBP1 depletion led to BAX upregulation and mitochondrial apoptosis in ovarian cancer cells.

**Figure 5:**
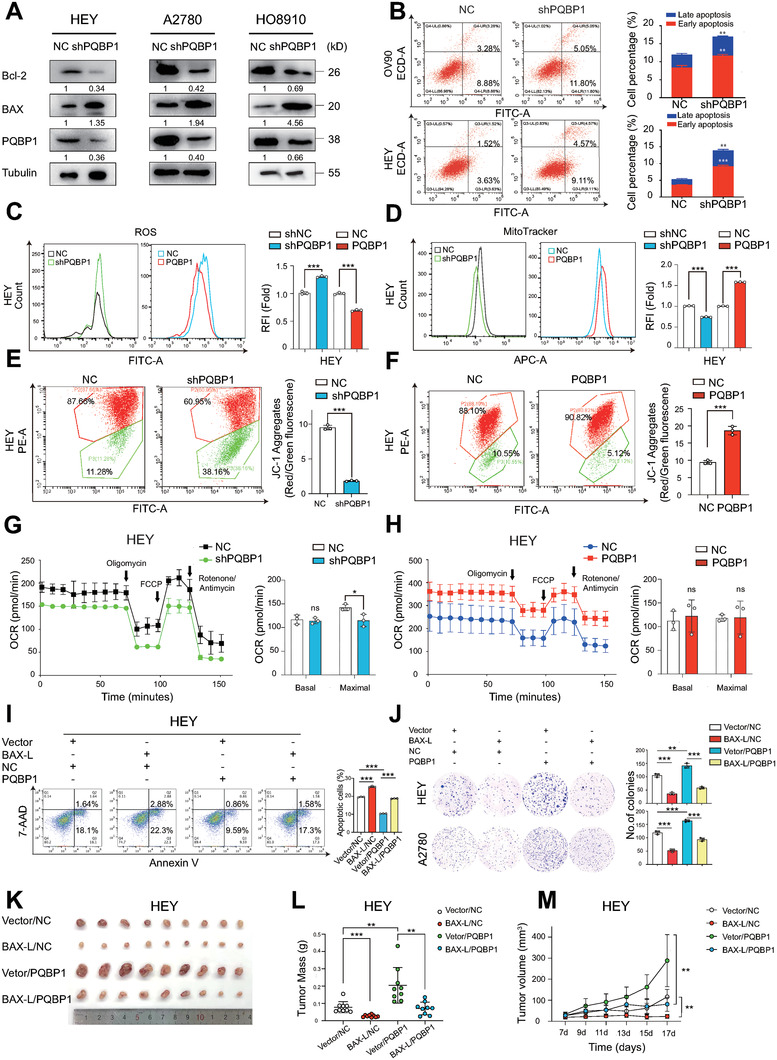
PQBP1 depletion upregulates BAX and triggers apoptosis in ovarian cancer cells. A) Immunoblotting was performed to measure Bcl‐2, BAX, and PQBP1 protein levels in three ovarian cancer cell lines upon PQBP1 depletion. B) Apoptotic cells were analyzed by flow cytometry using Annexin V/7‐AAD staining in OV90 and HEY cells with PQBP1 depletion. C) ROS were measured in ovarian cancer cells with PQBP1 knockdown or overexpression. D) Mitochondria mass was measured by flow cytometry after staining with Mito‐Tracker in ovarian cancer cells with PQBP1 knockdown or overexpression. E,F) Mitochondrial membrane potential was analyzed by flow cytometry followed by JC‐1 staining in ovarian cancer cells with PQBP1 depletion (E) or overexpression (F). G,H) OCR was measured under baseline conditions and after oligomycin, FCCP, and rotenone/antimycin injection, as indicated by the arrows. I—M) Apoptosis assays, colony formation assays, Xenograft experiments (*n* = 9) were conducted to assess the rescue effect of BAX on PQBP1 overexpression. NC group represents cells transfected with corresponding control vector. Vector group represents cells transfected with pcDNA3.1 plasmid. Student's unpaired *t*‐test was used to calculate the *p*‐value. Three independent experiments were performed to obtain mean ± SD value (*n* = 3 replicate experiments). ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, ns: not significant.

To investigate the functional significance of PQBP1‐mediated AS of BAX, we performed rescue experiments by forced BAX‐L expression in PQBP1‐overexpressing and control HEY and A2780 cells (Figure S6C, Supporting Information). BAX‐L overexpression markedly reversed the inhibitor effects of PQBP1 on apoptosis (Figure 5I) and suppressed the PQBP1‐induced oncogenic potential as evidenced by colony formation and EdU assays (Figure 5J; Figure S6D, Supporting Information). Consistent with this, overexpression of BAX‐L significantly suppressed PQBP1‐induced xenograft tumor growth (Figure 5K–M). These results demonstrate that PQBP1 facilitates oncogenic potential partially by regulating the AS of BAX, to generate BAX‐S and thus inhibit apoptosis.

### 2.6 Splice‐Switching ASOs Targeting BAX Exhibit Efficient Antitumor Activity

We next sought to develop splice‐switching ASOs targeting BAX for the treatment of ovarian cancer. We designed ASOs to promote the inclusion of exon 2 of BAX based on the PQBP1 binding region in the pre‐mRNA of BAX (**Figure** **6**A). We synthesized three ASOs with phosphorothioate modifications and transfected them into HEY cells and analyzed BAX pre‐mRNA splicing by RT‐PCR. We found that ASO1 and ASO3 could induce splice‐switching of BAX, to generate a significant increase in BAX‐L (Figure 6B). We next performed immunoblotting and found that ASO1 treatment increased the BAX protein level in both HEY and OV90 cells (Figure 6C; Figure S7A, Supporting Information). ASO1 was the most potent ASO and was further evaluated in subsequent experiments. RT‐PCR further showed that ASO1 increased exon 2 inclusion in a concentration‐dependent manner (Figure 6D). Immunoblotting showed that 200 nM ASO1 significantly enhanced the protein level of BAX and cleaved Caspase 3 (Figure 6E) and increased apoptosis in a time‐dependent manner (Figure 6F; Figure S7B, Supporting Information). We further measured apoptosis using Annexin V‐PE/7‐AAD staining and found that 200 nM ASO1 triggered apoptosis in all three ovarian cancer cell lines tested (Figure 6G,H; Figure S7C–F, Supporting Information). Next, we calculated the half‐maximal inhibitory concentration (IC_50_) of ASO1 to be 98.03 nM in HEY cells (Figure 6I). Moreover, we evaluated the anti‐tumor effect of ASO1 in a xenograft model using HEY cells and found ASO1 treatment led to a significant reduction in tumor burden (Figure 6J–M). These results indicate that splice‐switching ASOs promote exon 2 inclusion, increase the protein level of BAX and inhibit ovarian tumor growth.

**Figure 6:**
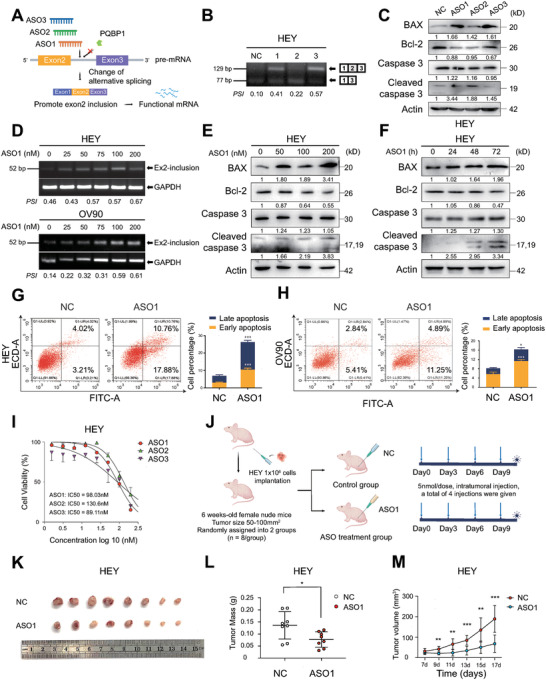
Splice‐switching ASOs targeting BAX exhibit efficient antitumor activity. A) The schematic diagram of designing ASOs targeting the AS of BAX. B) RT‐PCR was performed to analyze AS of BAX in HEY cells treated with three ASOs (200 nM) for 48 h. C) Immunoblotting was performed to measure the protein levels of BAX, Bcl‐2, and cleaved caspase 3 in HEY cells treated with three ASOs (200 nm) for 48 h. D) The inclusion of BAX exon 2 was analyzed by RT‐PCR in HEY and OV90 cells treated with different concentrations of ASO1 for 48 h. E) Immunoblotting was performed to measure the protein levels of BAX, Bcl‐2, and cleaved caspase 3 in HEY cells treated with ASO1 for gradient concentrations for 48 h. F) Immunoblotting was conducted to measure the protein levels of BAX, Bcl‐2, and cleaved caspase 3 in HEY cells treated with 200 nm ASO1 at 24, 48, and 72 h. G,H) Apoptotic cells were analyzed by flow cytometry after staining with Annexin V/7‐AAD in HEY (G) and OV90 cells (H) treated with ASO1 (200 nm) for 24 h. I) The IC_50_ of ASOs was calculated in HEY cells. J) The flow chart of ASO application in a tumor‐bearing nude mouse model. K—M) Images of xenograft tumors (*n* = 8 per group) (K), tumor weight (L), and tumor volume (M) in xenograft tumors of HEY cells after intratumoral injection of ASO1. NC group represents cells transfected with ASO‐control. Student's unpaired t‐test was used to calculate the *p*‐value. Three independent experiments were performed to obtain mean ± SD value (*n* = 3 replicate experiments). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

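The target sites of the ASOs were found by matching their sequences in Table S1 to chromosome 19 of hg38, where each had 1 match. ASO1 (AAAAGGGCCCCTGTCTTCA) is complementary to positions 48955572 to 48955590, and all of its 19 bases lie in exon 2 of BAX. ASO2 (GCCCCTGTCTTCATGATCTG) is complementary to positions 48955565 to 48955584, with all of its 20 bases in exon 2. ASO3 (CCTCAAACTCACCCCTGAA) is complementary to positions 48955593 to 48955611, with 7 bases in exon 2 and 12 in intron 2, so that it covers the 5′ splice site.

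**Figure D4:**
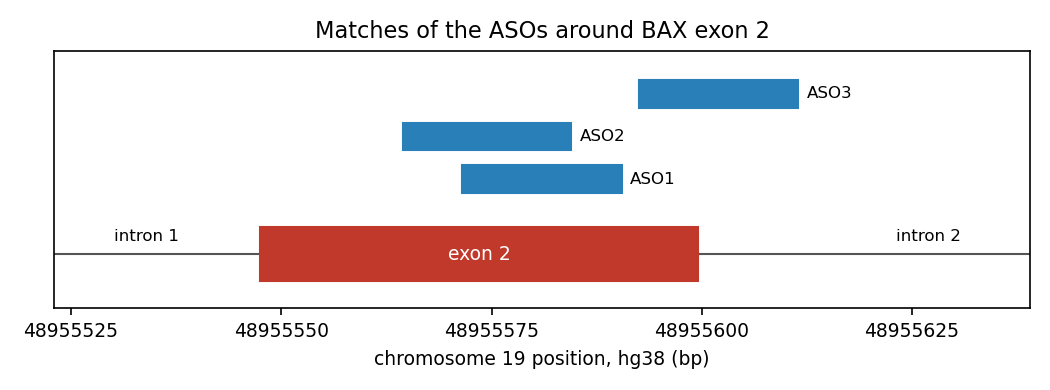
Sites of ASO1, ASO2 and ASO3 (blue) around exon 2 of BAX (red) along chromosome 19 of hg38 in bp (horizontal axis, to scale). ASO1 and ASO2 lie within exon 2, and ASO3 spans its boundary with intron 2.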

## 3 Discussion

PQBP1 has been studied extensively to be involved in neurodegenerative diseases^[^ ^25^ ^]^ and innate immunity. ^[^ ^19^ ^]^ A previous study has shown that high expression of PQBP1 is associated with metastasis and recurrence and predicts poor outcomes in osteosarcoma.^[^ ^21^ ^]^ However, the functional significance of PQBP1 in cancer has not been thoroughly studied. In the present work, we demonstrated that PQBP1 was frequently increased and indicated a poor prognosis in ovarian cancer. Pan‐cancer analysis using Clinical Proteomic Tumor Analysis Consortium (CPTAC) database revealed that PQBP1 is overexpressed in various cancer types including breast cancer, colon cancer, and glioblastoma. Subsequent investigations revealed that ectopic expression of PQBP1 promoted the development of ovarian cancer in vitro and in vivo. In contrast, PQBP1 depletion led to ROS accumulation, mitochondrial dysfunction, and finally induced apoptosis of ovarian cancer cells. Our findings provide strong evidence supporting the role of PQBP1 in ovarian cancer development.

In this work, we systematically investigated the global AS landscape regulated by PQBP1 through combined analysis of spyCLIP‐seq and RNA‐seq data, and found that PQBP1 was predominantly mapped to exons. Our study further demonstrated that the most predominant AS events upon PQBP1 knockdown were skipped exons. Previous studies have reported that PQBP1 regulates AS of BCL‐X in human A549 cells ^[^ ^27^ ^]^ and Ncam‐1 in mouse neurons,^[^ ^25^ ^]^ and our present work provides strong evidence that PQBP1 regulates AS of apoptotic genes, including BAX, in ovarian cancer cells. BCL2 family proteins frequently undergo AS to expand protein diversity.^[^ ^28^ ^]^ BAX consists of six exons and several isoforms have been previously reported, including canonical isoform BAX‐α and alternatively spliced isoforms ((Haferkamp et al.)). In contrast to BAX‐α, BAX‐β retains an un‐spliced intron 5, generating a distinct C‐terminal domain. BAX‐β forms a heterodimer with BAX‐α and promotes its change into an active conformation.^[^ ^29^ ^]^ BAX‐δ is a truncated isoform of BAX that results from the skipping of exon 3.^[^ ^30^ ^]^ BAX‐psi is an N‐terminal truncated isoform with partial deletion of exon 1, and the BAX‐psi protein is predominately localized to mitochondria and is a stronger inducer of apoptosis than BAX‐α.^[^ ^31^ ^]^ A recent study reported that SRSF6 deletion promotes the retention of BAX intron 1 to generate BAX‐k, an isoform that sensitizes macrophages to undergo apoptosis.^[^ ^32^ ^]^ In the present study, we demonstrated that PQBP1 knockdown promoted exon 2 inclusion to generate BAX‐L. In contrast, ectopic expression of PQBP1 promoted BAX exon 2 skipping and led to a premature termination codon and to a truncated isoform that underwent nonsense‐mediated decay.

Splice‐switching ASOs are promising approaches for anti‐cancer therapy. For example, ASOs that promote a shift from STAT3α to STAT3β exhibit good anti‐tumor activity both in vitro and in vivo,^[^ ^33^ ^]^ and ASOs that switch PKM splicing from the cancer‐associated PKM2 isoform to the PKM1 isoform reverse the Warburg effect and inhibit tumor growth.^[^ ^34^ ^]^ Also, our group previously developed ASOs that mediate BCL2L12 exon 3 skipping and suppress ovarian tumor growth.^[^ ^15^ ^]^ In this study, we developed ASOs based on the binding sites of PQBP1 in the pre‐mRNA of BAX. We demonstrated that the ASOs promoted exon 2 inclusion and generated BAX‐L, which in turn increased the protein level of BAX and induced apoptosis of ovarian cancer cells. Further study is needed to improve the specificity and delivery efficiency of these ASOs.

## 4 Conclusion

In conclusion, our work systematically studied PQBP1‐mediated AS and assessed the role of PQBP1 in ovarian cancer progression. We demonstrated that PQBP1 is commonly increased in SOC tissues and is correlated with poor prognosis. We also verified that PQBP1 promotes ovarian cancer progression by regulating the aberrant splicing and degradation of BAX. Of note, splice‐switching ASOs targeting BAX exhibited effective anti‐tumor activity. Thus, our study provides new insights into the oncogenic splicing factor PQBP1 in ovarian cancer development and suggests that PQBP1 represents a potential target for therapeutic interventions against ovarian cancer.

## 5 Experimental Section

### Patient Sample Collection

All evaluated FT and SOC tissues were obtained from the Department of Obstetrics and Gynecology, Qilu Hospital, Shandong University. SOCs (*n* = 228) used for tissue microarrays were collected from primary surgical operations without neoadjuvant therapy in 2007–2013. FTs (*n* = 42) were collected from patients with benign diseases through salpingectomy. Professional experts made the tissue microarrays in our lab. All patients provided informed consent before enrollment. The patient characteristics included the age, FIGO stage (2014), histology, Cancer Antigen 125 (CA‐125), tumor diameter, ascites involvement, omental involvement, the size of residual lesions which can be seen by naked eye after operation, adjuvant chemotherapy, platinum resistance relapse (relapse within 6 months after completion of platinum‐based therapy). Overall survival was the time interval from surgery to the death or last follow‐up. This study followed the principles of the Declaration of Helsinki and was approved by the ethics committee of Qilu Hospital, Shandong University (Date: 2021/12/20, KYLL‐202111‐073).

### Cell Lines and Cell Culture

A2780, HEY, SKOV3 cell lines were obtained from the Jian‐jun Wei lab, ^[^ ^35^ ^]^ Northwestern University. HO8910 cell line was purchased from the China Type Culture Collection, and OVCAR3, OV90, and HEK293T cell lines were purchased from the American Type Culture Collection. The SKOV3 cell line was grown in RPMI 1640 medium (Gibco, Thermo Fisher Scientific, USA) containing 10% fetal bovine serum (FBS) (Gibco) and 1% penicillin/streptomycin (Macgene), while the A2780, HO8910, HEK293T, HEY and OV90 cells were cultured in DMEM (Gibco, Invitrogen) containing 10% FBS and 1% penicillin/streptomycin. Standard cell culture conditions (37 °C, 5% CO_2_) in a humidified incubator were employed.

### Plasmid Construction and Cell Transfection

The doxycycline (Dox)‐inducible PQBP1 expression plasmid was constructed as described in previous study. ^[^ ^15^ ^]^ The sh‐PQBP1 sequence was cloned with a ClonExpress II One Step Cloning Kit (Vazyme) into the pGIPZ vector (Open Biosystem). The BAX minigene sequence was ligated into the pcDNA3.1 plasmid (Invitrogen). The lentiviral particles were harvested by co‐transfecting lentivirus plasmids with psPAX2 and pMD2.G into HEK293T cells. The lentivirus‐infected stable cell lines were screened out by puromycin (2 µg ml^−1^) selection for two weeks. PQBP1 and BAX small interfering RNA (siRNA) were synthesized by RiboBio. JetPRIME transfection reagent (PolyPlus) was used to transfect plasmids and siRNAs into cells. RNA and protein were extracted 48 or 72 h after siRNAs or plasmids transfection or Dox induction.

### RNA Isolation and PCR Analysis

A Cell Total RNA Isolation Kit (Foregene) was used to extract total RNA from cultured cells or fresh tissues, and the HiScript II Q RT SuperMix for qPCR Kit (Vazyme) was used to reverse transcribe total RNA into cDNA. The qPCR was performed with SYBR Green mix (Vazyme) on a QuantStudio 3 system (Applied Biosystems, USA). GAPDH was used as the endogenous control. The qPCR data were quantified by the 2^−ΔΔCt^ method. Semi‐quantitative RT‐PCR was used to analyze alternatively spliced isoforms. Primers were designed for the constitutive flanking exons, and 2 × Taq Master Mix (Dye Plus) (Vazyme, P112‐01) was used to amplify target exon spliced‐in or spliced‐out isoforms. The primer and ASO sequences used in this study are listed in Table S1 (Supporting Information).

### Western Blotting

Cells were placed on ice and lysed with lysis buffer (Beyotime, China), and the protein concentration was quantified with a BCA Assay Kit (Millipore, USA). Proteins were separated on 12% SDS‐PAGE gels and were then transferred to PVDF membranes (Millipore, USA) and blocked with 5% skim milk. The membranes were incubated in diluted primary antibodies at 4 °C overnight. Horseradish peroxidase (HRP)‐conjugated secondary antibodies and an ECL system (PerkinElmer, USA) were used to detect specific proteins the next day.

### Cell Proliferation and Colony Formation Assay

A methyl‐thiazolyl diphenyl‐tetrazolium bromide (MTT) assay was used to determine cell viability and proliferation. In brief, cells were seeded in 96‐well plates at a density of 1 × 10^3^ cells per well. At the observation time, cells were incubated with MTT (5 mg ml^−1^) at 37 °C for 4 h. Cell proliferation was observed over five days, and the IC_50_ of ASOs was measured 48 h after treatment. A total of 100 µl of dimethylsulfoxide (Sigma‐Aldrich, USA) was added to each well after discarding the supernatant, and the MTT‐formazan product was measured using a microplate reader (Bio‐Rad, Hercules, CA, USA) at 570 nm. A Cell‐Light EdU Apollo567 In Vitro Kit (RiboBio, Guangzhou, China) was used to perform the EdU cell proliferation assay according to the manufacturer's protocols. Cells were seeded at densities of 400 cells per well in six‐well plates and cultured for 2 weeks. crystal violet (0.1%, Solarbio) was used to stain colonies, and the number of colonies was counted by Image J.

### Nude Mouse Xenograft Model

Nude mouse xenograft experiment was performed as described previously. ^[^ ^15^ ^]^ Female BALB/c nude mice (6 weeks old) were randomly assigned to the indicated groups (*n* = 5‐8 mice of each group) and injected subcutaneously or intraperitoneally with PQBP1 overexpression or knockdown ovarian cancer cells. An imaging system (PerkinElmer) was used to capture bioluminescence images. ASO (Tsingke) treatment was performed by intratumor injection when the subcutaneous tumors in the mice reached 5 mm in diameter. All animal experiments were approved by the Shandong University Animal Ethics Research Board.

### IHC Staining

IHC staining of formalin‐fixed paraffin‐embedded xenograft tissue sections or tissue microarrays was performed with an IHC staining kit (ZSGB‐BIO). Paraffin sections were deparaffined with xylene and rehydrated with ethanol. EDTA buffer (pH 8.0) was used for antigen retrieval followed by goat serum blocking. The tissue sections were then incubated with primary antibodies anti‐PQBP1 (HPA001880, Sigma‐Aldrich) and anti‐Ki‐67 (#9449, CST) at 4 °C overnight. The sections were incubated with secondary antibody and stained with diaminobenzidine (DAB). The staining score of every sample was determined by two professional pathologists independently. A score of less than 7 represented low expression, and a score of 7 or greater represented high expression.

### Immunofluorescence

Cells were seeded on 24‐well glass coverslips and fixed with 4% paraformaldehyde on the observation day followed by permeabilization with 0.3% Triton‐X 100 (Solarbio, China). A 1% BSA solution was used for sample blocking at room temperature for 1 h. Primary antibodies against PQBP1 (HPA001880, Sigma‐Aldrich) and TOMM20 (11802‐1‐AP, Thermo Fisher Scientific) were incubated with the samples at 4 °C overnight. Samples were then washed three times with PBS containing 0.1% Triton X‐100 and incubated with secondary antibody for 1 h at room temperature. Nuclei were labeled with DAPI (Beyotime, China).

### Flow Cytometry Assay

An annexin V‐PE/7‐AAD Apoptosis Detection Kit (Vazyme, A213‐01) was used to detect cell apoptosis following the manufacturer's protocol. PQBP1 overexpressing cell lines were treated with H_2_O_2_ (400 µm) for 4 h before detecting cell apoptosis. Cells were analyzed within 20 min by CytoFLEX S (Beckman Coulter Life Science) after being incubated with Annexin V‐PE and 7‐AAD. A total of 1 × 10^4^ cells were used to calculate the percentage of apoptotic cells.

### ROS, Mitochondrial Mass, and Mitochondrial Membrane Potential Measurement

An oxidation‐sensitive fluorescent probe (DCFH‐DA) was used to detect ROS generation (Beyotime, China). PQBP1 knockdown or overexpression cells were induced by Dox for 48 h prior to 10 µm DCFH‐DA probe staining at 37 °C for 20 min. The cells were then washed three times with PBS and ROS were measured by flow cytometry (CytoFLEX S, Beckman Coulter Life Science). For mitochondrial mass measurement, cells were incubated with 100 nm Mitotracker Red for 30 min at 37 °C and, then washed three times with preheated medium and measured by flow cytometry. A Mitochondria Staining Kit (JC‐1, MultiSciences Biotech, China) was used to determine the mitochondrial membrane potential. Cells were incubated with JC‐1 (2 µm) for 20 min at 37 °C followed by flow cytometry. A total of 1 × 10^4^ viable cells were analyzed.

### Seahorse Mitochondrial Stress Assay

The OCR was determined using a Seahorse XF cell mitochondrial stress test kit (Seahorse Bioscience, USA). Control and PQBP1 knockdown or overexpression ovarian cancer cells were seeded on XFe96 plates (Agilent Technologies, Santa Clara, USA) at a density of 1 × 10^4^ cells per well and grown overnight in DMEM with 10% serum at 37 °C and, 5% CO_2_. On the experimental day, the cell culture medium was changed to XF Assay Medium (Agilent Technologies, Santa Clara, USA) at pH 7.4, supplemented with 10 mm glucose, 1 mm sodium pyruvate, and 2 mm glutamine, and incubated for 1 h at 37 °C in the absence of CO2. Cellular OCR measurements were recorded at baseline and then the cells were challenged with injections of the following inhibitors into the Seahorse ports: 1.5 m oligomycin, 2 m FCCP, 0.5 m rotenone, 0.5 m antimycin, 4 m Etomoxir, 2 m UK5009, and 3 m BPTES. Using Hoechst staining, the data from the Seahorse assays were standardized with cell counts (B8040, Solarbio). The Seahorse Wave program was used to analyze the data (Agilent Technologies, Santa Clara, USA). Each cell line underwent a minimum of two Seahorse replications, and each cell line had a minimum of six wells in each replicate.

### Immunoprecipitation Mass Spectrometry

PQBP1‐interactome was detected by immunoprecipitation coupled to mass spectrometry as described in our previous study. ^[^ ^22^ ^]^ FLAG‐tagged PQBP1 overexpressing HEY cells were lysed on ice using Western and IP Cell Lysis Buffer (WIP buffer, Beyotime Institute of Biotechnology), and 5 µg FLAG antibody (CST) was added to whole‐cell extracts for incubation for 1 h, followed by incubation with magnetic Protein A/G beads (Bimake) overnight at 4 °C. Beads were washed three times with WIP buffer, and immunocomplex were separated on SDS‐PAGE Coomassie‐stained gel. Protein bands were excised from the gel, and tandem liquid chromatography/mass spectrometry was used to detect the peptides.

### Short‐Reads RNA‐seq

Total RNA was extracted from cells with TRIzol reagent (Invitrogen) and total RNA was quantified and analyzed by Agilent Bioanalyzer 2100 and RNA 1000 Nano LabChip Kit (Agilent, CA, USA) with an RNA integrity number >7.0. Poly‐T oligo‐attached magnetic beads were used to purify poly(A) mRNA by two rounds of purification. The mRNA was fragmented and reverse‐transcribed to construct the cDNA library using the mRNASeq sample preparation kit protocol (Illumina, San Diego, USA); and the cDNA library was paired‐end sequenced on an IlluminaHiseq4000 following the protocol. Clean reads were mapped to the hg38 human genome by HISAT2 (version 2.2.0) and sorted by samtools (version 1.9). Mapped reads were visualized with the Integrative Genomics Viewer (IGV). StringTie (1.3.0) was used to reconstruct transcripts, and edgeR was used to analyze differential gene expression. Genes with |Fold change| > 2 and p <0.05 were considered to be differentially expressed. The short‐reads RNA‐seq data were deposited in the Gene Expression Omnibus (GEO) under accession code GSE223091.

### Nanopore Long‐Reads RNA‐seq

A total of 1 µg total RNA was used for cDNA library construction according to the Oxford Nanopore Technology (ONT) protocol. Full‐length mRNAs were reverse transcribed using the SuperScript IV First‐Strand Synthesis System (Invitrogen) and amplified for 14 cycles with LongAmp Tag (NEB). The PCR products underwent the formalin‐fixed paraffin‐embedded DNA repair and end‐repair (NEB) steps followed by adaptor ligation using T4 DNA ligase (NEB). DNA purification was performed using Agencourt XP beads according to ONT protocol. The cDNA libraries were run on a PromethlON platform at the Biomarker Technology Company (Beijing, China). Thresholds for raw reads filtration had a minimum average read quality score of 7 and a minimum read length of 500 bp, and ribosomal RNA was discarded. Full‐length, non‐chimeric transcripts were obtained after mapping to the hg38 genome using minimap2 (version 2.18) and removing redundant transcripts with the cDNA Cupcake package. After polishing with pinfish, consensus isoforms were obtained. Differentially expressed genes were obtained with the DESeq R package (1.18.0), and significantly different expression was filtered out by |Fold change| > 2 and p <0.05. The Nanopore long‐reads RNA‐seq data were deposited in the Gene Expression Omnibus under accession code GSE223088.

### Identification of AS Events

rMATS (version 4.1.0) was used to calculate the splicing variants from the RNA‐seq data. Thresholds for significant AS events were *p* < 0.05 and |IncLevelDifference| > 0.05. A sashimi plot was used to draw the diagrams. FLAIR (version 1.5) was used to identify AS events and calculate the splicing variants in the Nanopore‐seq data with the following parameters: diffSplice‐drim1 3‐drim2 3 test. DRIMSeq was used to perform statistical tests between groups to identify differential AS events (*p* < 0.05). A log2 fold change of gene expression after the Cufflinks status test was used for cumulative plots. Cumulative distribution was calculated with the ddply package. The pairwise Wilcoxon test with Bonferroni adjustment was used to calculate p values in the cumulative plots, and the data were visualized using the ggplot2 package in R.

### RIP‐seq

FLAG/Spy‐tagged PQBP1 overexpressing HEY cells were used for RIP‐seq by using the EZ‐Nuclear RIP (Cross‐Linked) Kit (Merck Millipore). Briefly, cells were harvested and cross‐linked by 0.3% formaldehyde. Nuclei were extracted and lysed in nuclear lysis buffer, and DNA was subjected to sonication to shear it into 500–1000 bp fragments. Magnetic beads with anti‐FLAG antibody (Cell Signaling Technology) were incubated with the nuclear lysates, and DNaseI was used to degrade the DNA. The library was constructed and pair‐end sequenced by Novogene Corporation (Beijing, China) on an Illumina platform (Illumina, CA, USA). An agilent Bioanalyzer 2100 system was used to assess library quality. Fastp software (version 0.19.11) was used to process raw data into clean data. Clean reads were aligned to the hg38 genome by BWA mem (v 0.7.17), and MACS2 peak calling software (version 2.1.0) was used to identify immunoprecipitation enrichment of the genomic regions (q‐value < 0.05). Peak‐ related genes were annotated by PeakAnnotator, and HOMER was used to detect the denovo motif sequences. The RIP‐seq data were deposited in the Gene Expression Omnibus under accession code GSE223090.

### SpyCLIP‐seq

Genome‐wide PQBP1‐RNA interactions were identified by SpyCLIP‐seq as described previously. ^[^ ^26^ ^]^ FLAG/Spy‐tagged PQBP1 overexpressing HEY cells were irradiated at 400 mJ cm^−2^ using a UV Crosslinker (UVP, CL‐1000). A Nucleoprotein Extraction Kit (Sangon) was used to extract nuclei prior to lysis. DNA was removed using Turbo DNase (2 U/µl, Invitrogen, AM2238) and RNA was fragmented with 1:200 diluted RNase I (100 U µl^−1^, Invitrogen, AM2295). Anti‐FLAG magnetic beads (MBL, M185‐11) were added to the mixed lysate for 1 h at 25 °C, and the beads were washed stringently and digested with proteinase K (Roche, 3115828001). RNA was purified using a Spin Column RNA Cleanup & Concentration Kit (Sangon), and the library was constructed and sequenced by the Ribobio Biotechnology Company using the NEB Next Ultra RNA Library Prep Kit for Illumina and the PE150 strategy (Novogene) on a HiSeq 2500. Trimmomatictools (version 0.36) was used to trim the adaptors and low‐quality bases, and RNAcentral (rnacentral.org/) was used to obtain clean reads by deleting ribosomal RNA. Then clean reads were mapped to the hg38 genome with the TopHat software (v2.0.13), and IGV was used to visualize the mapped reads. Piranha software (version 1.2.1) was employed to perform peak calling, and HOMER (version 4.11) was used to annotate the peaks. STREME (version 5.2.0) and MEME (version 5.3.0) were used to detect the consensus motif, and motif central enrichment was performed by CentriMo (version 5.3.0).

For calculation of meta‐exons or meta‐introns, each PQBP1‐binding exon or intron with a length of more than 100 bp was divided into 100 bins by bedtools. The format of the RNA‐seq data was converted to bigwig by wigToBigWig. After the reads were counted in each bin using bigWigAverageOverBed, the average counts in each bin were calculated by adjusting the direction of the genes. The heatmap was rendered by R with the pheatmap package. P values were calculated by the Kolmogorov–Smirnov test. Correlation of the spyCLIP data was calculated using genome‐wide 10000‐bp windows. The data were visualized in R with the ggplot2 package. The spyCLIP‐seq data were deposited in the Gene Expression Omnibus under accession code GSE223196.

### Minigene Constructs

The BAX exon 1 to exon 4 fragment was cloned into pcDNA 3.1. Plasmids containing BAX exon 1 to exon 4 and PQBP1 or negative control small interfering RNAs (siRNAs) were co‐transfected into HEK293T and HeLa cells. After 48 h, RNA was extracted and reverse‐transcribed into cDNA. Semi‐quantitative RT‐PCR was used to analyze alternatively spliced isoforms as previously described, and the PCR products were examined by DNA agarose gel electrophoresis.

### RNA Pull‐Down Assay

BAX pre‐mRNA fragments were ligated to T7 promoters, and an RNAMAX‐T7 In Vitro Transcription Kit (RiboBio) was used to transcribe the biotin‐labeled BAX RNA fragments using the Pierce RNA 3′ End Desthiobiotinylation Kit (Thermo Fisher Scientific). A magnetic RNA Protein Pull‐Down Kit (Thermo Fisher Scientific) was used to perform RNA pull‐down. The negative control was poly (A) _25_ RNA, and the positive control was the 3′ UTR of the androgen receptor RNA.

### Bioinformatics

The CPTAC databases were used to obtain pan‐cancer protein expression profiles, and cBioPortal (https://www.cbioportal.org/) was used to assess the correlations between PQBP1 expression levels with clinical parameter features in ovary carcinoma datasets (TCGA, provisional). Tumor mutation burden in tumors was analyzed by maftools (version 2.8.05), and patients were stratified as low and high PQBP1 expression groups using the median or best cutoff value. The patient overall survival and progression‐free survival were determined by Kaplan‐Meier survival analysis. Isoform percentages were viewed on UCSC Xena, and PSI values of BAX exon 2 in ovarian cancer were obtained from TCGASpliceseq. Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis were performed using the GOseq R packages and KOBAS software.

### Statistical Analysis

SPSS Statistics (version 26.0) and GraphPad Prism (version 9.0) were used to perform statistical analysis. In the analysis of tissue samples and clinical information, continuous variables such as patient age, CA‐125, and tumor size were converted to binary data for further analysis using median cutoff. The chi‐square test, student's *t*‐test, and one‐way ANOVA were used to determine significance. Univariate and multivariate Cox proportional hazard regression analysis was used to analyze high‐risk factors related to OS. R software packages (version 4.1.0) were used to analyze the differences in clinical values. Results are shown as the mean ± SD of three independent experiments. The significance threshold was set at *p* < 0.05.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

Supplemental Table 7

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Splicing Factor PQBP1 Curtails BAX Expression to Promote Ovarian Cancer Progression
**Source:** Adv Sci (Weinh). 2024 Feb 11;11(15):2306229. doi: 10.1002/advs.202306229
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202306229

Splicing Factor PQBP1 Curtails BAX Expression to Promote Ovarian Cancer Progression

*Xihan Liu, Jiaojiao Zhang, Zixiang Wang, Mingyao Yan, Meining Xu, Gaoyuan Li, Victoria Shender, Jian-jun Wei, Jianqiao Li, Changshun Shao, Shiqian Zhang, Beihua Kong, Kun Song\* and Zhaojian Liu\**

# Splicing factor PQBP1 curtails BAX expression to promote ovarian cancer progression

Xihan Liu<sup>1,2</sup>, Jiaojiao Zhang<sup>1</sup>, Zixiang Wang<sup>1,2</sup>, Mingyao Yan<sup>1</sup>, Meining Xu<sup>1</sup>, Gaoyuan Li<sup>1</sup>, Victoria Shender<sup>3</sup>, Jian-jun Wei<sup>4</sup>, Jianqiao Li<sup>5</sup>, Changshun Shao<sup>6</sup>, Shiqian Zhang<sup>1</sup>, Beihua Kong<sup>1</sup>, Kun Song<sup>1\*</sup>, Zhaojian Liu<sup>1,2\*</sup>

Figure S1, related to Fig. 1-2

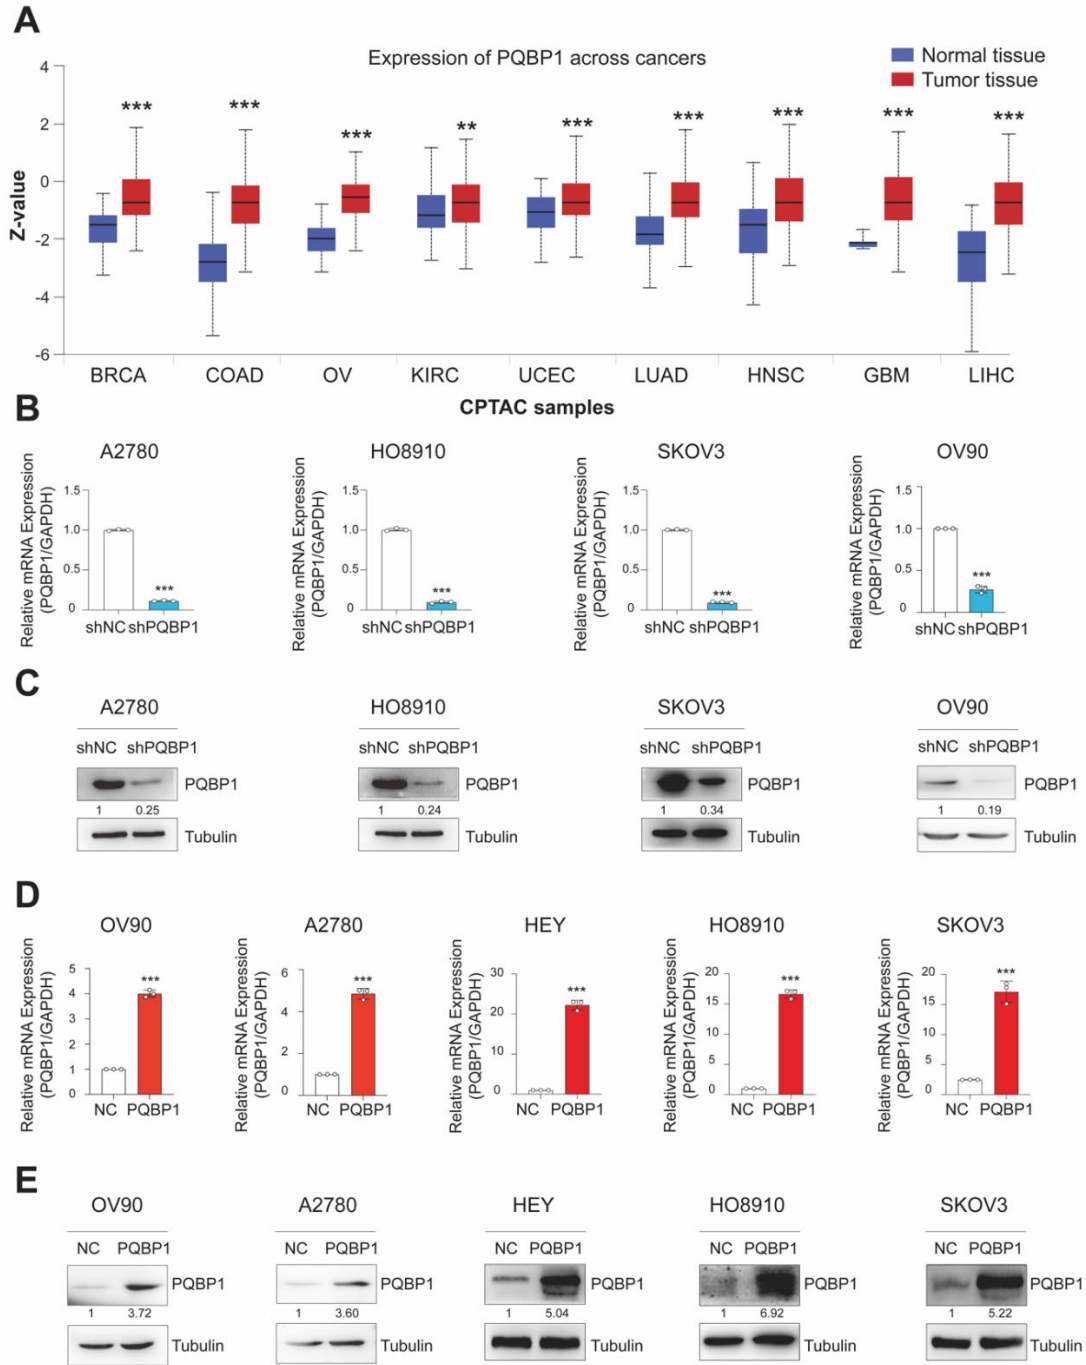

Fig. S1 The expression of PQBP1 in the TCGA tumors and construction of cell lines, related to Fig. 1-3. A

PQBP1 protein expression level across cancers between normal tissues and tumors by CPTAC database. Z-score represent standard deviations from the median across samples for the given cancer types. B PQBP1 mRNA level in stably PQBP1-depleted OV cell lines. C PQBP1 protein level in stably PQBP1-depleted OV cell lines. D PQBP1 mRNA level in stably PQBP1-overexpressed OV cell lines. E PQBP1 protein level in stably PQBP1-overexpressed OV cell lines. Student's unpaired t- test was used to calculate P value. Three independent experiments were performed to gain mean  $\pm$  SD value (n = 3 replicate experiments). \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001.

**Figure S2, related to Fig. 2**

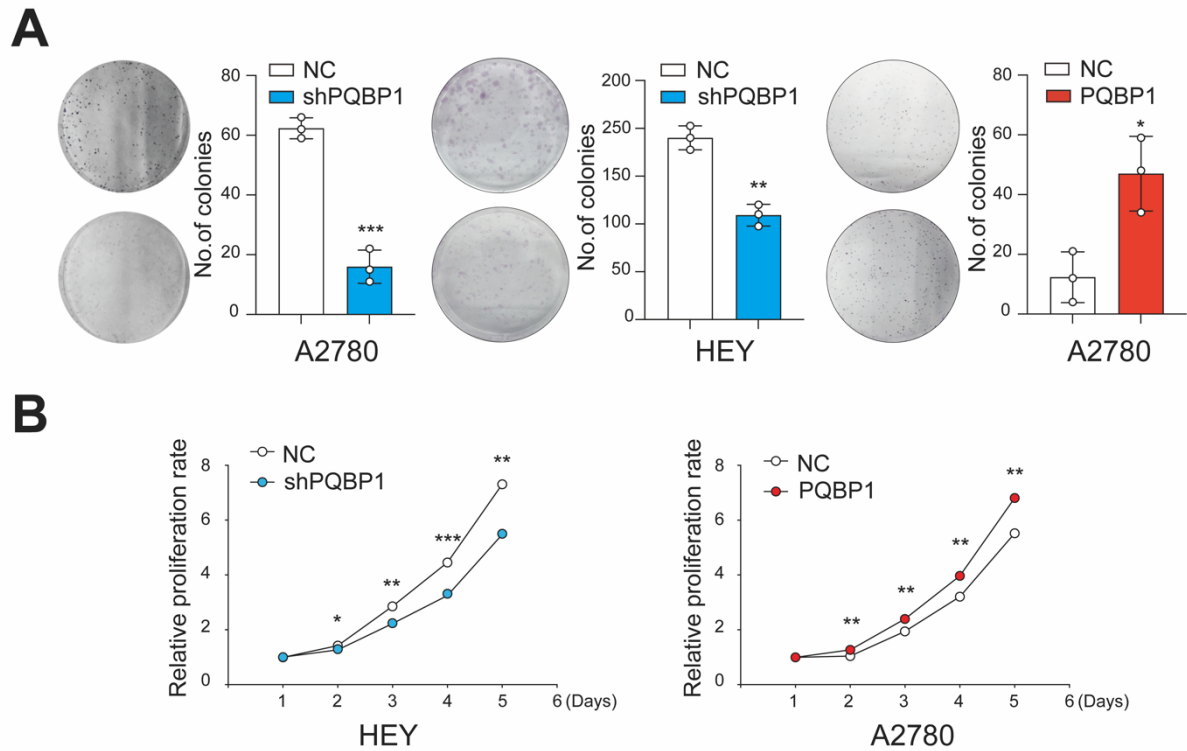

**Fig. S2 PQBP1 promotes proliferation of ovarian cancer cells, related to Fig. 3. A-B Colony**

formation assay (A) and MTT assay (B) on PQBP1-depleted or overexpressed OV cell lines. P value was calculated by student's unpaired t-test.

Three independent experiments were performed to gain mean  $\pm$  SD value (n = 3 replicate experiments).

\* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

**Figure S3, related to Fig. 3**

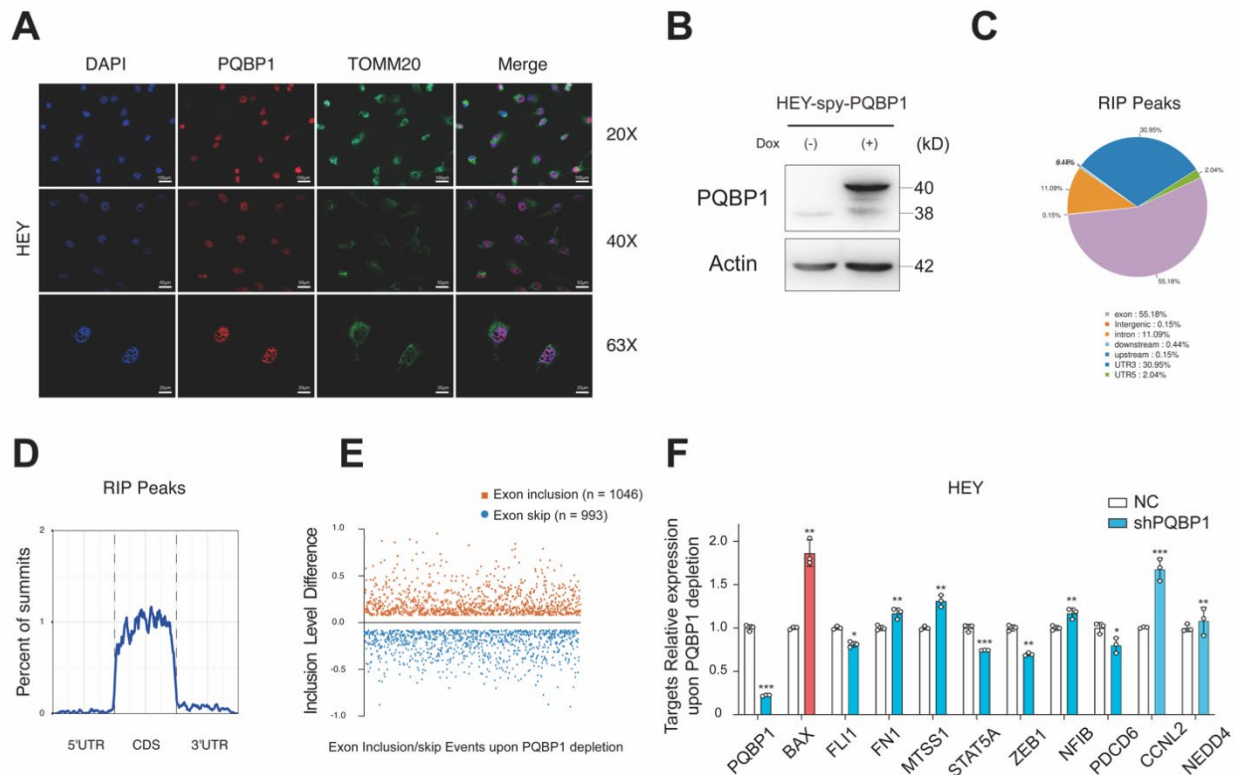

**Fig. S3 Genome-wide identification of PQBP1 regulated splicing events and gene expression, related to Fig.**

**4. A** Immunofluorescence experiments showed the nuclear localization of PQBP1 (red) and the mitochondrial localization indicated by mitochondrial marker TOMM20 (green). **B** The overexpression efficiency of spy-FLAG-tagged PQBP1 in HEY-spy-PQBP1 cells by Western blot. **C** Pie chart showing the proportions of PQBP1-binding sites identified by RIP on genome elements. **D** RIP read distribution on the genome elements, including 5' UTR, CDS region and 3' UTR. **E** The number of exon inclusion and skip events in stable PQBP1-depleted HEY cells induced by Dox treatment for 48 h. **F** The relative mRNA expression of PQBP1-target genes compared with corresponding control by qPCR analysis upon PQBP1 depletion in OV90 cells. P value was obtained by student's unpaired t-test. Three independent experiments were performed to gain mean  $\pm$  SD value (n = 3 replicate experiments). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

**Figure S4, related to Fig. 3**

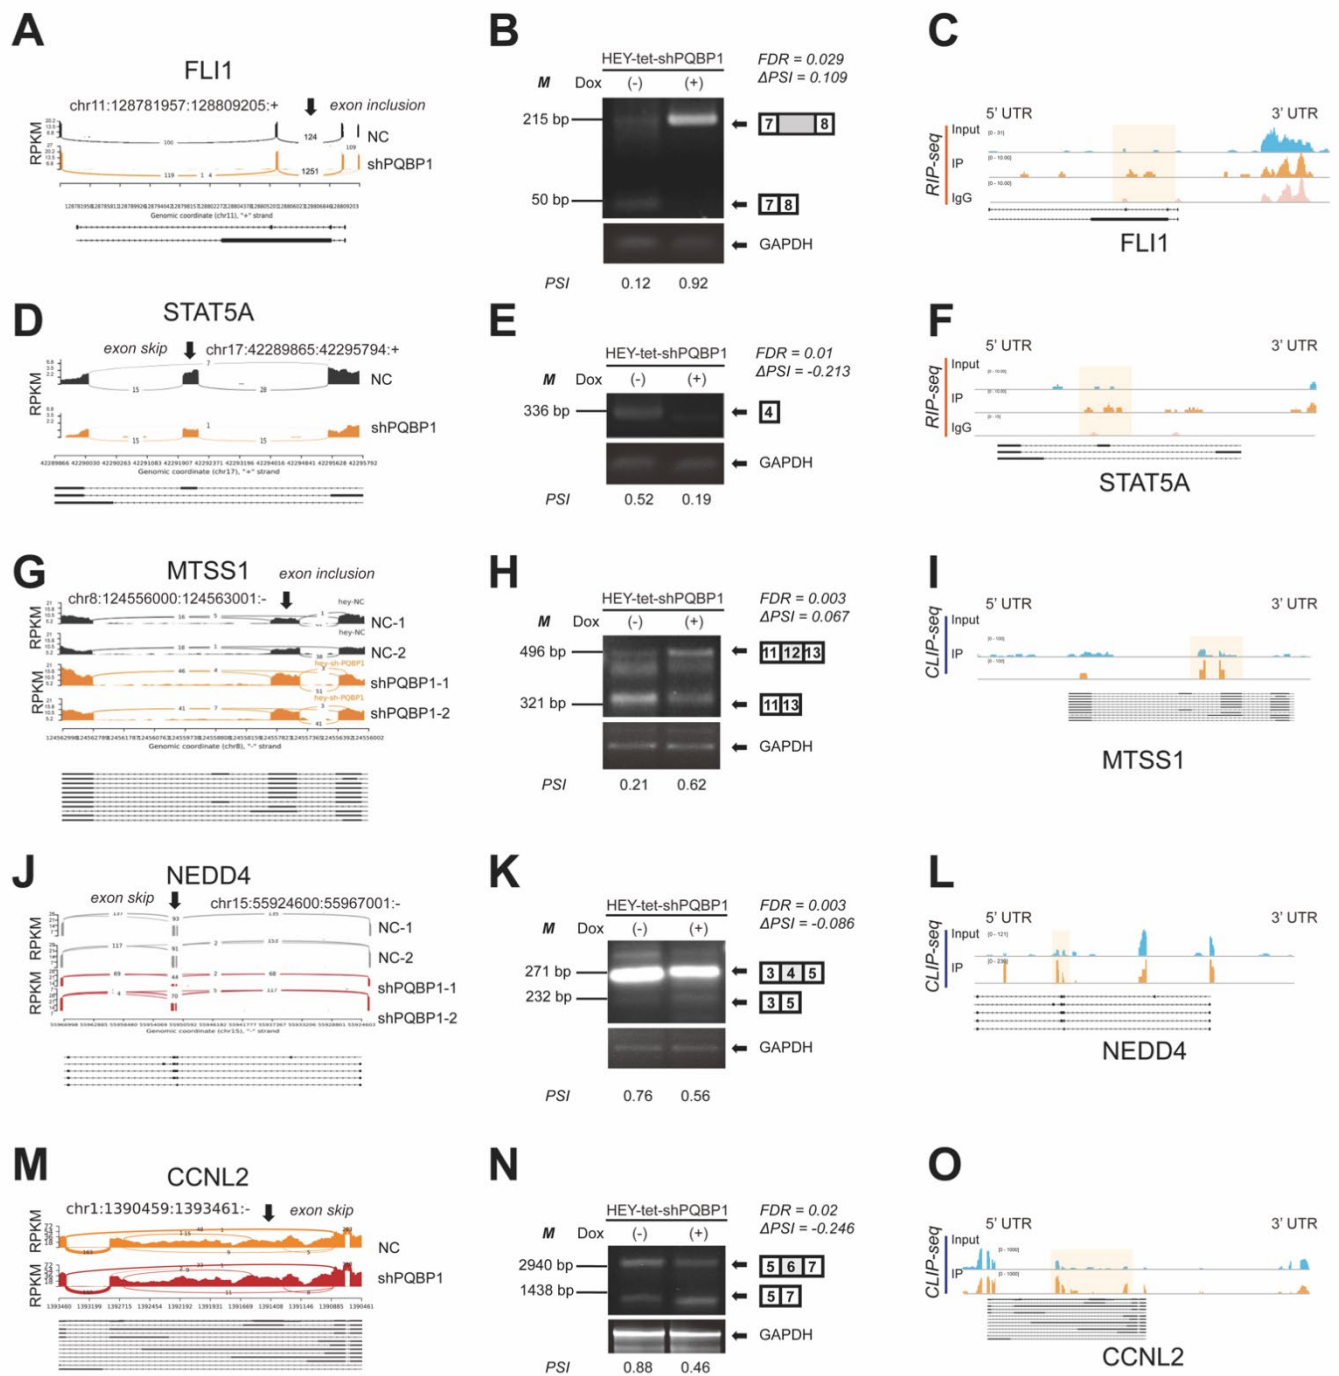

**Fig. S4 The visualization of target gene splicing patterns and binding sites regulated by PQBP1, related to Fig. 4.**

A-O AS pattern of DEGs were verified by rMATs software based on RNA-seq data (A, D, G, J, M), fragment analysis with semi-quantitative RT-PCR (B, E, H, K, N). Genes with PQBP1 direct binding sites identified by RIP and spyCLIP were visualized with IGV (C, F, I, L, O). The orange region highlights the PQBP1 binding region.

**Figure S5, related to Fig. 4**

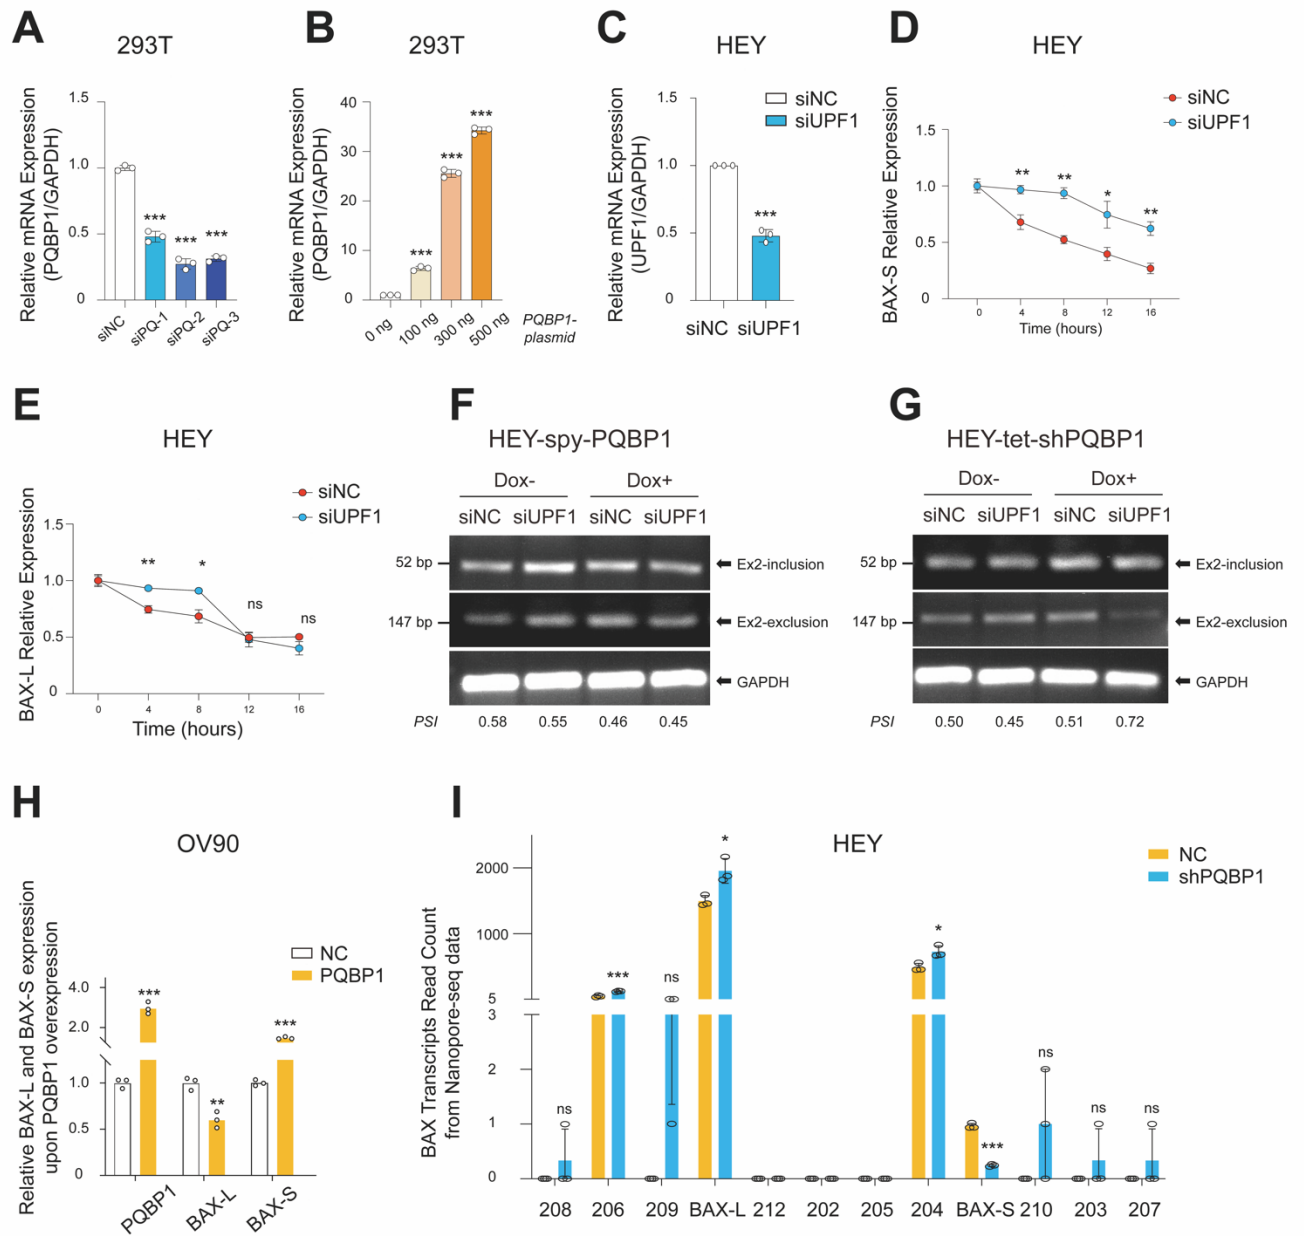

**Fig. S5 The alternative splicing pattern of BAX regulated by PQBP1, related to Fig. 5.** A-B PQBP1 knockdown efficiency (A) and PQBP1 overexpression efficiency (B) in 293T cells. C-E UPF1 knockdown efficiency (C) and remaining BAX-S (D) and BAX-L (E) mRNA expression in UPF1 depletion or control HEY cells at 0h, 4h, 8h, 12h and 16h after 10 $\mu$ g/ml actinomycin D treatment were analyzed by qPCR. F-G Semi-quantitative RT-PCR analysis of the BAX transcript variants following NMD pathway inhibition via siRNA-mediated depletion of the regulator UPF1 with or without PQBP1 overexpression (OE) (F) or depletion (G) in HEY cells. H The relative mRNA expression of two BAX transcript variants compared with corresponding control by qPCR analysis upon PQBP1 overexpression in OV90 cells. I The read count of all BAX transcript variants from Nanopore-seq data upon PQBP1 knockdown in HEY cells. P value was obtained by student's unpaired t-test. Three independent experiments were performed to gain mean  $\pm$  SD value (n = 3 replicate experiments). \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001.

Figure S6, related to Fig. 5

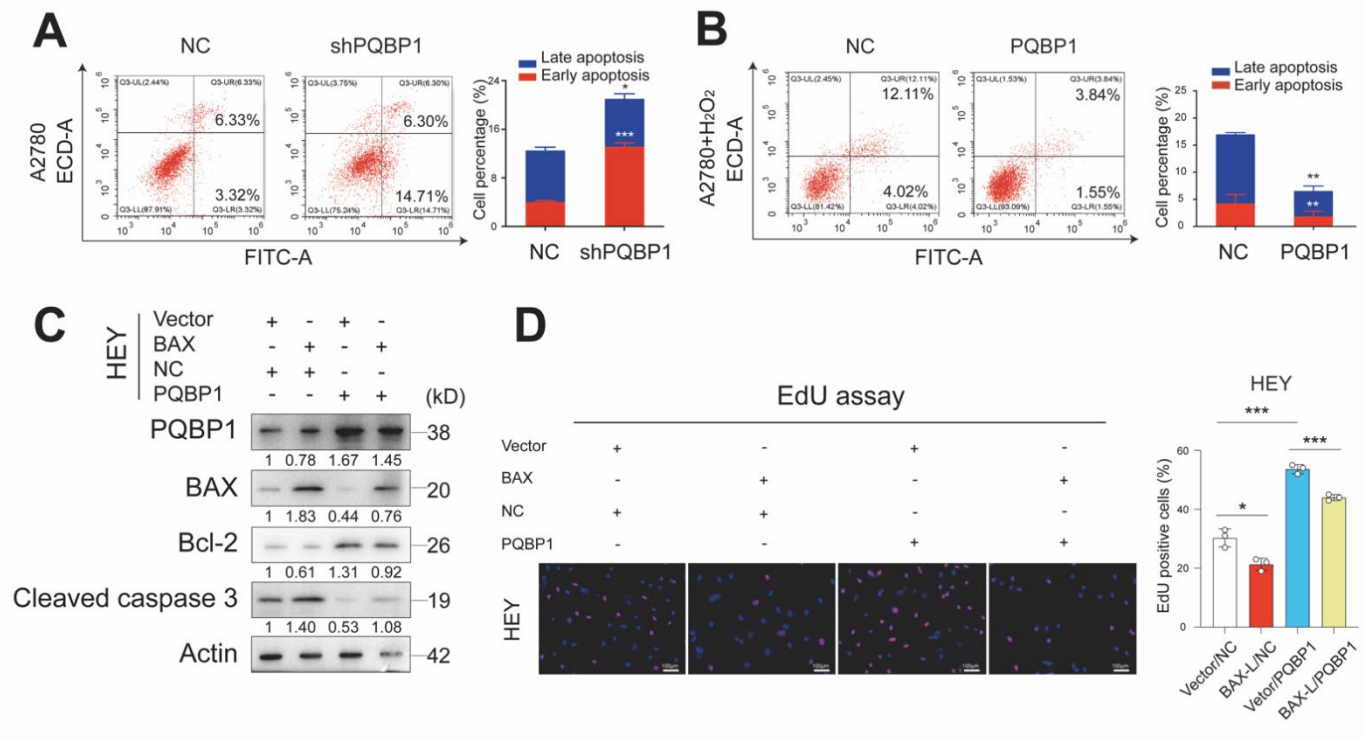

**Fig. S6 PQBP1 depletion upregulates BAX and triggers apoptosis of ovarian cancer cells, related to Fig. 6. A-B**

The cell apoptosis in OV cells with PQBP1 depletion (A) and overexpression (B) was judged by Annexin V/7-AAD Apoptosis Detection assay followed by flow cytometry. C Western blot analysis of BAX and related apoptosis biomarkers, as well as PQBP1 protein expression in HEY cells with or without BAX or PQBP1 overexpression vector. D Overexpression of PQBP1 partially rescued the effects of BAX overexpression on cell proliferation in HEY cells. P value was calculated by student's unpaired t-test. Three independent experiments were performed to gain mean  $\pm$  SD value (n = 3 replicate experiments). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

Figure S7, related to Fig. 6

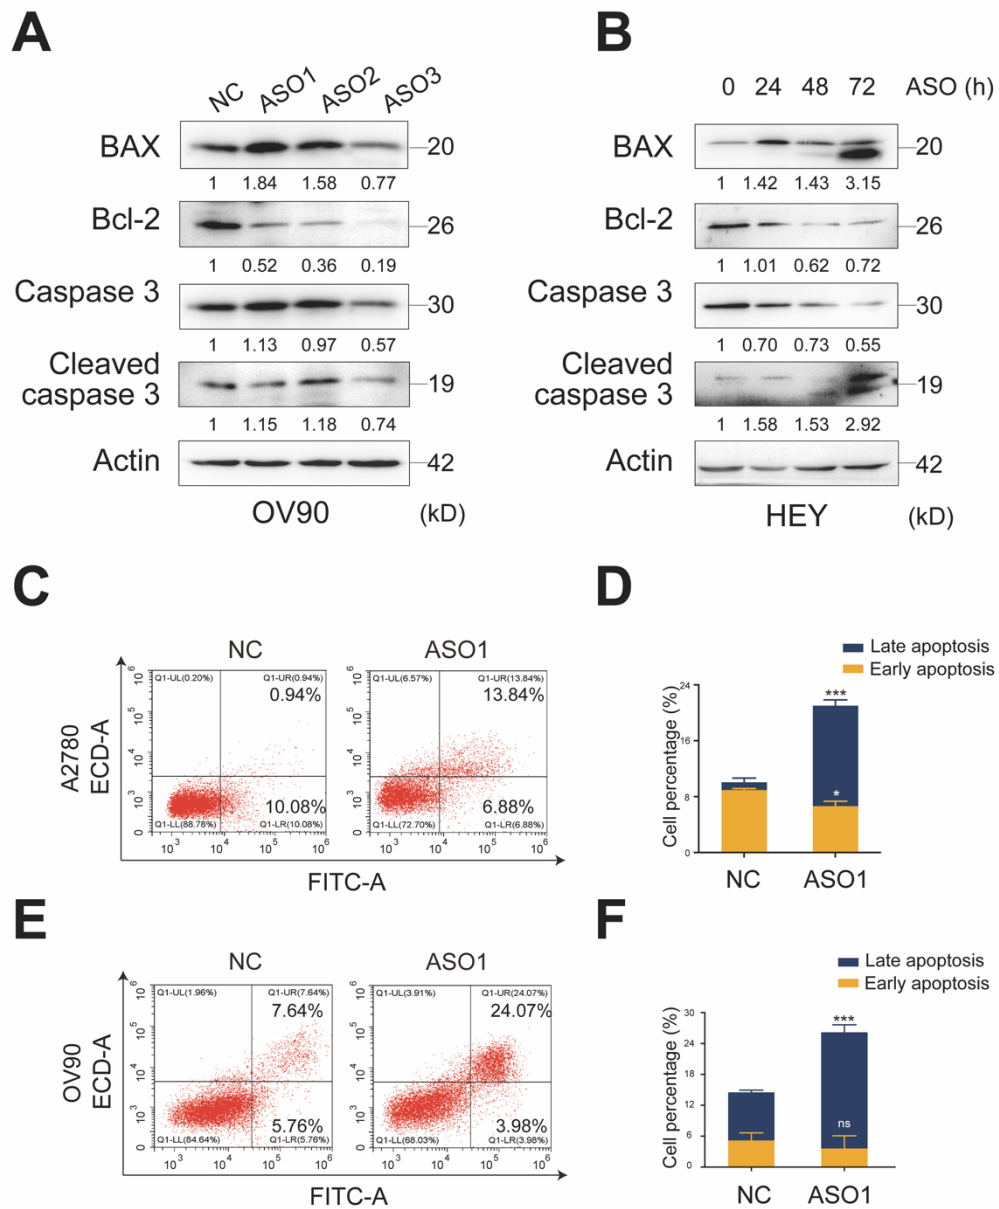

**Fig. S7 Splice-switching antisense oligonucleotides can target BAX and regulate apoptosis in ovarian cancer cells, related to Fig. 7.** A-B Western blot analysis of apoptosis markers in OV90 cells under different kinds of ASO treatment (A) and under ASO1 treatment with different time (0, 24, 48, and 72 h) (B). C-F Apoptotic cells were detected by flow cytometry after staining with Annexin V/7-AAD in A2780 (C, D) and OV90 cells (E, F) treated with ASO1 (200 nM). P value was calculated by student's unpaired t-test. Three independent experiments were performed to gain mean  $\pm$  SD value (n = 3 replicate experiments). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

# Supplementary material for: Splicing Factor PQBP1 Curtails BAX Expression to Promote Ovarian Cancer Progression
**Source:** Adv Sci (Weinh). 2024 Feb 11;11(15):2306229. doi: 10.1002/advs.202306229
**Supplement:** Supplementary file 3 — Supplemental Table 2

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202306229

Splicing Factor PQBP1 Curtails BAX Expression to Promote Ovarian Cancer Progression

*Xihan Liu, Jiaojiao Zhang, Zixiang Wang, Mingyao Yan, Meining Xu, Gaoyuan Li, Victoria Shender, Jian-jun Wei, Jianqiao Li, Changshun Shao, Shiqian Zhang, Beihua Kong, Kun Song\* and Zhaojian Liu\**

**Table S2 Correlation of clinical characteristics with PQBP1 expression in ovarian cancer patients.**

| Clinical characteristics           |            | PQBP1 expression |                             |                               | P value          |
|------------------------------------|------------|------------------|-----------------------------|-------------------------------|------------------|
|                                    |            | Total<br>(n=149) | Low<br>expression<br>(n=42) | High<br>expression<br>(n=107) |                  |
| <b>Age (years)</b>                 | <56        | 74 (49.7)        | 18 (42.9)                   | 56 (52.3)                     | 0.298            |
|                                    | ≥56        | 75 (50.3)        | 24 (57.1)                   | 51 (47.7)                     |                  |
| <b>FIGO stage (2014)</b>           | I and II   | 37 (24.8)        | 17 (40.5)                   | 20 (18.7)                     | <b>0.006</b>     |
|                                    | III and IV | 112 (75.2)       | 25 (59.5)                   | 87 (81.3)                     |                  |
| <b>Histology</b>                   | HGSOC      | 140 (94.0)       | 35 (83.3)                   | 105 (98.1)                    | <b>0.002</b>     |
|                                    | Non-HGSOC  | 9 (6.0)          | 7 (16.7)                    | 2 (1.9)                       |                  |
| <b>CA-125 (U/mL)</b>               | <760       | 70 (47.0)        | 24 (57.1)                   | 46 (43.0)                     | 0.129            |
|                                    | ≥760       | 69 (46.3)        | 14 (33.3)                   | 55 (51.4)                     |                  |
|                                    | Unknown    | 10 (6.7)         | 4 (9.5)                     | 6 (5.6)                       |                  |
| <b>Tumor diameter (cm)</b>         | <8         | 50 (33.6)        | 18 (42.9)                   | 32 (29.9)                     | 0.287            |
|                                    | ≥8         | 62 (41.6)        | 14 (33.3)                   | 48 (44.9)                     |                  |
|                                    | Unknown    | 37 (24.8)        | 10 (23.8)                   | 27 (25.2)                     |                  |
| <b>Ascites involvement</b>         | No         | 31 (20.8)        | 12 (28.6)                   | 19 (17.8)                     | 0.143            |
|                                    | Yes        | 118 (79.2)       | 30 (71.4)                   | 88 (82.2)                     |                  |
| <b>Omental involvement</b>         | No         | 53 (35.6)        | 23 (54.8)                   | 30 (28.0)                     | <b>0.002</b>     |
|                                    | Yes        | 96 (64.4)        | 19 (45.2)                   | 77 (72.0)                     |                  |
| <b>Residual disease (cm)</b>       | <1         | 114 (76.5)       | 36 (85.7)                   | 78 (72.9)                     | 0.097            |
|                                    | ≥1         | 35 (23.5)        | 6 (14.3)                    | 29 (27.1)                     |                  |
| <b>Adjuvant chemotherapy</b>       | No         | 20 (13.4)        | 9 (21.4)                    | 11 (10.3)                     | 0.072            |
|                                    | Yes        | 129 (86.6)       | 33 (78.6)                   | 96 (89.7)                     |                  |
| <b>Platinum resistance relapse</b> | No         | 40 (26.8)        | 15 (35.7)                   | 25 (23.4)                     | 0.083            |
|                                    | Yes        | 20 (13.4)        | 2 (4.8)                     | 18 (16.8)                     |                  |
|                                    | Unknown    | 89 (59.7)        | 25 (59.5)                   | 64 (59.8)                     |                  |
| <b>Death</b>                       | No         | 62 (41.6)        | 31 (73.8)                   | 31 (29.0)                     | <b>&lt;0.001</b> |
|                                    | Yes        | 87 (58.4)        | 11 (26.2)                   | 76 (71.0)                     |                  |

Values are present as n (%) or median (range). FIGO, International Federation of Gynecology and Obstetrics; HGSOC, high-grade serous ovarian carcinoma; CA-125, Cancer Antigen 125.

# Supplementary material for: Splicing Factor PQBP1 Curtails BAX Expression to Promote Ovarian Cancer Progression
**Source:** Adv Sci (Weinh). 2024 Feb 11;11(15):2306229. doi: 10.1002/advs.202306229
**Supplement:** Supplementary file 4 — Supplemental Table 3

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202306229

Splicing Factor PQBP1 Curtails BAX Expression to Promote Ovarian Cancer Progression

*Xihan Liu, Jiaojiao Zhang, Zixiang Wang, Mingyao Yan, Meining Xu, Gaoyuan Li, Victoria Shender, Jian-jun Wei, Jianqiao Li, Changshun Shao, Shiqian Zhang, Beihua Kong, Kun Song\* and Zhaojian Liu\**

**Table S3 Correlation between PQBP1 expression and clinicopathological characteristics**

| Clinical characteristics     |              | Univariate |                  | Multivariate     |                  |
|------------------------------|--------------|------------|------------------|------------------|------------------|
|                              |              | HR (95%CI) | P                | HR (95%CI)       | P                |
| <b>PQBP1 expression</b>      | Low          | 1          |                  | 1                |                  |
|                              | High         | 3.69       | <b>&lt;0.001</b> | 3.49 (1.84-6.62) | <b>&lt;0.001</b> |
| <b>Age (years)</b>           | <56          | 1          |                  |                  |                  |
|                              | ≥56          | 0.97       | 0.870            |                  |                  |
| <b>FIGO stage (2014)</b>     | I and II     | 1          |                  |                  |                  |
|                              | III and IV   | 2.17       | <b>0.006</b>     |                  |                  |
| <b>Histology</b>             | HGSOC        | 1          |                  |                  |                  |
|                              | Non-HGSOC    | 0.36       | 0.082            |                  |                  |
| <b>Grade</b>                 | II           | 1          | 0.111            |                  |                  |
|                              | III (poorly) | 2.05       | 0.071            |                  |                  |
|                              | Unknown      | 3.15       | 0.051            |                  |                  |
| <b>CA-125 (U/mL)</b>         | <760         | 1          | 0.575            |                  |                  |
|                              | ≥760         | 1.19       | 0.428            |                  |                  |
|                              | Unknown      | 0.80       | 0.633            |                  |                  |
| <b>Tumor diameter (cm)</b>   | <8           | 1          | 0.206            |                  |                  |
|                              | ≥8           | 1.02       | 0.947            |                  |                  |
|                              | Unknown      | 1.53       | 0.118            |                  |                  |
| <b>Ascites involvement</b>   | No           | 1          |                  |                  |                  |
|                              | Yes          | 1.64       | 0.077            |                  |                  |
| <b>Omental involvement</b>   | No           | 1          |                  |                  |                  |
|                              | Yes          | 1.73       | <b>0.020</b>     |                  |                  |
| <b>Residual disease (cm)</b> | <1           | 1          |                  |                  |                  |
|                              | ≥1           | 1.63       | <b>0.036</b>     |                  |                  |
| <b>Adjuvant</b>              | No           | 1          |                  |                  |                  |
|                              | Yes          | 1.29       | 0.471            |                  |                  |
| <b>Platinum resistance</b>   | No           | 1          | <b>0.003</b>     | 1                | <b>0.017</b>     |
|                              | Yes          | 3.43       | <b>0.001</b>     | 2.71 (1.32-5.56) | <b>0.006</b>     |
|                              | Unknown      | 1.90       | <b>0.024</b>     | 1.93 (1.10-3.37) | <b>0.021</b>     |

OS, overall survival; HR, hazard ratio; CI, confidence interval; FIGO, International Federation of Gynecology and Obstetrics; CA-125, Cancer Antigen 125.

How the deposited data were processed for this re-analysis (not part of the article)

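The short-read RNA-seq data of HEY cells with a control hairpin (shNC, 3 samples) and with a hairpin against PQBP1 (shPQBP1, 3 samples) were used. The sample labels give day 3 for all 6 samples, doxycycline at 1 µg ml-1 for the shPQBP1 samples and no treatment for the shNC samples. The paper gives 48 h in the legend of Fig. S3E and 48 or 72 h in its methods. The authors mapped the reads to hg38 with HISAT2 (version 2.2.0), sorted them with samtools (version 1.9), reconstructed transcripts with StringTie (version 1.3.0) and compared the groups with edgeR. The annotation release and the settings of the FPKM step are not stated. The FPKM values are as deposited by the authors, fragments per kilobase of transcript scaled to the mapped fragments of the sample, per gene and sample and rounded to 2 decimals. The log2 fold changes in the authors' deposited table equal log2 of the ratio of the group means of FPKM, shPQBP1 over shNC. The p-value and q-value columns in the authors' deposited table come from the authors' edgeR comparison, per gene and rounded to 2 decimals.

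Replicates were not pooled, and no column of values per sample was left out. The depth of the samples is unknown. A search of the low FPKM values of 1622 to 1834 single-exon genes per sample for steps of whole reads found none (strength 0.201 to 0.249), so the precision that counting alone would allow is not given, and the spread between the 3 samples of a group stands for all sources of error.

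Genes were tested on log2(FPKM + 0.1), with the values as deposited and no further scaling. Genes with a mean FPKM of at least 1 over the 6 samples were kept, 11413 of the 32679 in the table. The groups were compared with limma (version 3.58.1, R version 4.3.3), lmFit and eBayes with a mean-variance trend, two-sided, with Benjamini-Hochberg adjustment over the genes tested. Calls were counted at a fold change over 2 with an unadjusted p under 0.05, at an unadjusted p under 0.05 alone, and at an adjusted p under 0.05. Single genes of main interest were also compared with an exact permutation test of the 6 samples, whose smallest p is 0.1. The sample numbers were not taken as pairs, since the paper names no block.

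The list of 567 genes in Table S6 was compared with all other tested genes with camera (inter-gene correlation 0.01) and fry of limma, with a Wilcoxon rank-sum test, and with 10000 random lists matched on mean expression in 20 bins. KEGG pathways were taken from the annotation in the authors' deposited table and tested with a one-sided Fisher's exact test for pathways of 5 to 500 background genes. The 10 genes of Fig. S3F, the 32 genes of Figure 4A, 19 BCL2 family genes and 4 preset lists (p53 targets, integrated stress response, interferon response and mitochondrially encoded genes) were written down before the data were examined. The genes named are PQBP1, BCL2 family genes, genes that the paper names in its text or in Figures 3A, 4A, S3F and S4, and the 5 genes with the largest rise and the 5 with the largest fall among those at an adjusted p under 0.05 whose groups do not overlap.

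Alternatives set before the data were examined were median-of-ratios scaling, quantile normalization, genes above 0 in at least 1 sample, a mean FPKM of at least 10, pseudocounts of 1 and 0.01, no mean-variance trend, the replicate number as a block, each sample left out in turn, 10 and 50 bins, and other set tests and backgrounds. A correction for GC content and transcript length was added after seeing the data. It removed from each sample the trend of its log2 values on the GC content and log length of each gene's transcript (natural splines, 5 degrees of freedom each, GENCODE release 44), for the 11385 tested genes with a transcript there. Each of the 10 splits of the 6 samples into 3 and 3 was fitted in the same way.

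The positions, reading frames and ASO sites of BAX were derived from hg38 and GENCODE release 44, which may differ from the authors' annotation. The paper's Table S5, made by the authors with rMATS (version 4.1.0), was used in a copy with 1998 of 4243 events. Its inclusion levels were recomputed from its reads in 1970 events, within 0.002, and its unnamed groups were compared with the FPKM columns by the correlation of junction reads and FPKM across genes. Python (version 3.11.15) with scipy (version 1.17.1) was used for these steps.

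The steps were tested on simulated data with 11206 tested genes. Of 200 changed genes, 179 were called at an adjusted p under 0.05 (89.5%), and 14 unchanged genes were called (7.3% of the calls). A shifted list lay at percentile 0 of the matched lists and an unshifted list at 60.6, and a planted pathway ranked 1 of 323. A planted correlation of log2 fold change with GC content was -0.665 before and -0.014 after the correction.

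The splicing events of Figure 3, the nanopore, spyCLIP-seq and RIP-seq data, the western blots and the animal experiments were not analysed here, since the gene table holds no reads per exon or binding site.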

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

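The tests of GC content and transcript length and of scaling between libraries below were set before their own results were seen, but after the genes had been found, and the values of LINC00472 and NCAPD2 were looked up only after those of MIR30A and AC006064 were seen. Groups of 3 samples are too small for a test of single samples far from the others, so none was made. The genes below are not discussed in the paper, and each was higher in 3 of 3 shPQBP1 samples than in all 3 shNC samples, as is expected by chance for 10% of genes in one direction or the other.

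MIR30A had the largest rise among the genes at an adjusted p under 0.05 (log2 fold change 4.23, 0.113 to 3.88 FPKM, adjusted p = 0.00153 from limma, from 0.000676 to 0.0678 over the alternatives). The authors' deposited table gives it 5.08 on the log2 scale with p = 1. The gene measures 71 nt. It lies inside LINC00472 on the same strand, which had 0.997 FPKM in the shNC and 1.66 FPKM in the shPQBP1 samples (log2 fold change 0.78, adjusted p = 0.236 from limma). Its fold change depends on the pseudocount, with 2.13 at a pseudocount of 1 and 5.01 at 0.01. A trend on transcript length across genes is tested below, but an effect particular to so short a gene was not tested. Reads from the hairpin construct, for which the paper names the pGIPZ vector, were not told apart from reads of MIR30A. The rise is therefore not known to be one of the gene itself.

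LGR5 (2.08, 0.583 to 2.69 FPKM, adjusted p = 0.0244 from limma), SERPINB2 (2.07, 7.23 to 30.6 FPKM, adjusted p = 0.00112 from limma) and C3 (2.03, 1.94 to 8.22 FPKM, adjusted p = 0.00153 from limma) are protein-coding genes. Without shNC sample 1 the adjusted p of LGR5 was 0.0157, and without each other sample it was between 0.0587 and 0.119. That of SERPINB2 stayed between 0.00264 and 0.0129 and that of C3 between 0.00709 and 0.0214 with 1 sample left out. AC006064 (2.04, 1.05 to 4.45 FPKM, adjusted p = 0.0238 from limma) measures 248 nt and lies within the span of NCAPD2, whose FPKM was 65.2 in the shNC and 60.4 in the shPQBP1 samples. With 1 sample left out its adjusted p lay between 0.0369 and 0.118, over 0.05 in 3 of the 6 fits. Reads shared with NCAPD2 were not tested. The name AC006064 covers several genes in the table, and the values are those of ENSG00000276232.

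All 5 of these genes stayed over 2 standard errors above 0 after the correction for GC content and transcript length (5 of 5, from 1.88 for SERPINB2 to 4.50 for MIR30A), and 5 of 5 did under both median-of-ratios scaling and quantile normalization. Trends on GC content or length and the scaling of the libraries therefore leave most of these rises. Doxycycline, given only to the shPQBP1 samples by the labels, and the hairpin itself remain open and were not tested for these genes, as does a response to the loss of PQBP1.

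BCL2A1, the only BCL2 family gene at an adjusted p under 0.05, rose from 18.6 ± 1.53 to 31.9 ± 1.45 FPKM (SD, n = 3 each), a log2 fold change of 0.78 (adjusted p = 0.0154 from limma, from 0.00702 to 0.174 over the alternatives). It was 0.58 after the correction for GC content and transcript length and 0.76 under quantile normalization, the smaller of both scalings, each over 2 standard errors above 0, so that neither explains the whole rise. The call was lost without shNC sample 3 (0.0682), shPQBP1 sample 1 (0.0805), 2 (0.0722) or 3 (0.0859). A response to the loss of PQBP1, to doxycycline or to the hairpin was not tested.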

How the results depend on the processing

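The correction for GC content and transcript length was chosen only after the data were seen, and all other alternatives were set before the data were examined. The counts of shared directions and of adjusted p in the qPCR panel were not made at a mean FPKM of at least 10, because some of the genes fall below it. The filter kept 4 panel genes, and 3 of them had an unadjusted p under 0.05 (limma). The alternatives meant for read counts were not run. Median-of-ratios scaling and quantile normalization moved the median of all genes by less than 0.1 on the log2 scale. The results kept their direction and their side of the threshold under median-of-ratios scaling, a pseudocount of 0.01, no mean-variance trend, the fry test and 10 or 50 expression bins, with 1 exception, the balance of the genes at an unadjusted p under 0.05, in which 50.3% were higher with the values as deposited and 48.1% under median-of-ratios scaling. This share was 41.9% under quantile normalization, 43.1% at a mean FPKM of at least 10, 44.5% after the correction for GC content and transcript length, and from 47.2% (without shPQBP1 sample 2) to 55.7% (without shNC sample 2) with 1 sample left out. Without shPQBP1 sample 3 it was 47.8%. Where no construction is named below, the cause was not tested. Since the number of reads is unknown, it is also unknown which of the low FPKM values are limited by depth.

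Under quantile normalization, 1 candidate gene of Figure 4A had a fold change over 2 and p under 0.05, 20 Table S6 genes had an adjusted p under 0.05, and 0 of the 4 preset lists were past the threshold. The mitochondrially encoded list was at -0.020 there (limma camera adjusted p = 0.854, in a range from 4.21e-07 to 0.854 over the alternatives), because quantile normalization sets the highest ranks of all samples equal. It also lowered the share of higher genes among those at a fold change over 2 from 64.2% to 51.5%. With genes above 0 in at least 1 sample, 30717 genes were tested, and 662 had a fold change over 2 and p under 0.05, 4156 an unadjusted p under 0.05 and 190 an adjusted p under 0.05, 6 of them in Table S6. With more genes tested the adjustment is larger. The integrated stress list was at 0.015 there. With a mean FPKM of at least 10, 3661 genes were tested, and the same counts were 40, 956 and 211, with 80 Table S6 genes at an unadjusted p under 0.05. The Table S6 median lay at percentile 49.6 of the matched lists, the integrated stress list was at 0.012, the interferon list at -0.042, and the Endocytosis pathway held 0.890 times the expected number of genes. At a pseudocount of 1, which shrinks the changes of low values, the count at a fold change over 2 and p under 0.05 was 83, with 1 candidate gene and 3 Table S6 genes.

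After the correction for GC content and transcript length, 1006 genes had an adjusted p under 0.05, 57 of them in Table S6, 10 among the candidates and 4 in the BCL2 family, and 1 candidate had a fold change over 2. BAX was at -0.23 (limma adjusted p = 0.0335, in a range from 0.0335 to 0.293), the Table S6 median lay at percentile 45.97, the integrated stress list was at 0.067 and the interferon list at -0.027. With the Wilcoxon rank-sum test in place of the camera test of limma, the Table S6 shift of -0.071 had p = 0.00024 (n = 556 genes).

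The deviations of the samples from their group means correlated by -0.186, -0.138 and -0.011 between samples of the same number, so nothing in the values pairs them. With the replicate number as a block, which takes up residual degrees of freedom, 0 genes had an adjusted p under 0.05, and 1840 had an unadjusted p under 0.05. PQBP1 was at -2.04 there (limma adjusted p = 0.0686, in a range from 0.00112 to 0.0686). The counts at an adjusted p under 0.05 were 0 for the qPCR panel, the candidates, the Table S6 genes and the BCL2 family, with 7, 22, 103 and 4 at an unadjusted p under 0.05, and 4 candidates passed when adjusted over the list alone.

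With each of the 6 samples left out in turn, which leaves fewer samples, the count at a fold change over 2 and p under 0.05 ran from 143 to 314 (314 without shNC sample 2), and the count at an unadjusted p from 1767 to 2940 (1767 and 1787 without shPQBP1 samples 1 and 3). The count at an adjusted p under 0.05 ran from 30 to 466, with 466 without shNC sample 1, 93 and 66 without shNC samples 2 and 3, and 46, 36 and 30 without shPQBP1 samples 1, 2 and 3. In the qPCR panel, the count at an adjusted p ran from 1 to 4 (1 without shNC sample 3, shPQBP1 sample 2 or 3) and the count adjusted over the list alone from 4 to 7 (4 without shPQBP1 sample 1). For the candidates, these counts ran from 1 to 4 (1 without the same samples) and from 3 to 27 (3 without shPQBP1 sample 1 or 3), and the count at a fold change over 2 ran from 1 to 5 (5 without shNC sample 2 or 3, 1 without shPQBP1 sample 1). The BCL2 family count ran from 0 to 1, and it was 0 without shNC sample 3 and shPQBP1 samples 1, 2 and 3, with 4, 5, 6 and 6 genes at an unadjusted p under 0.05. The Table S6 shift ran from -0.084 to -0.056, with a limma camera p of 0.0492 without shNC sample 1 and 0.05 (rounded up) without shPQBP1 sample 2. The Table S6 counts ran from 4 to 16 at a fold change over 2 (16 and 11 without shNC samples 2 and 3), from 100 to 169 at an unadjusted p (100 without shPQBP1 sample 3) and from 2 to 20 at an adjusted p (20, 3 and 2 without shNC samples 1, 2 and 3, and 4, 2 and 2 without shPQBP1 samples 1, 2 and 3).

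The p53 list ran from -0.17 to 0.11, reversed without shNC sample 3 (0.11) and shPQBP1 sample 2 (0.0087). The integrated stress list ran from -0.073 to 0.065, reversed without shNC sample 1 (0.065), shPQBP1 sample 1 (0.019) and shPQBP1 sample 3 (0.006). The interferon list ran from -0.059 to 0.10, reversed without shNC sample 1 (-0.059).

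Among the 37 results for single genes and pathways, 38 values were weaker and 1 stronger in the fits that left out 1 sample. The other alternatives gave 15 calls lost with the block, 3 weaker values with genes above 0 in at least 1 sample and 1 weaker at a pseudocount of 1. They also gave 1 reversed value at a mean FPKM of at least 10. After the correction for GC content and transcript length, 1 value was weaker (NFIB) and 1 stronger (STAT5A).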

Differences from the paper's values

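No test in this part was chosen to explain a difference. The alternatives named are those set before the data were examined. Fold changes in Fig. S3F are of qPCR and those given here of FPKM, both as shPQBP1 over shNC. The FPKM values are from HEY cells, while for the qPCR the paper's text gives HEY cells and the legend of Fig. S3F gives OV90 cells, so the values are not known to come from the same cell line.

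For Table S5, the paper gives 4243 events, and the copy used here holds 1998, with 2245 left out of the copy. None of the alternatives applies to this count.

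For BAX, the paper's fold change is about 1.9 in Fig. S3F, read by eye, and the FPKM fold change was 0.766. It lay between 0.732 and 0.824 under the 14 alternatives that could be computed, and none of them closed the gap. For FN1, the paper's fold change is about 1.2 in Fig. S3F, read by eye, against 3.30 here, between 3.18 and 3.50 under 14 alternatives, none of which closed the gap. For ZEB1, it is about 0.70 in Fig. S3F, read by eye, against 1.796 here, between 1.49 and 2.14 under 13 alternatives, none of which closed the gap. For NEDD4, it is about 1.1 in Fig. S3F, read by eye, against 1.76 here, from 1.52 to 2.08 under 14 alternatives. In 4 of them the value was within the spread between samples of the paper's or within 1.5 times of it, at 1.72 with quantile normalization, 1.71 at a pseudocount of 1, 1.52 without shNC sample 1 and 1.63 without shPQBP1 sample 1, and in the other 10 it was not.

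For the CCNL2 exon, the paper's inclusion difference is about -0.25 in Fig. S4M, read by eye, and the paper's Table S5 gives 0.246, the same size with the opposite sign. None of the alternatives applies to this value.

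The paper states that the qPCR changes went with its RNA-seq data for genes including BAX. In the FPKM values, BAX (log2 fold change -0.38) and ZEB1 (0.84) moved against their qPCR bars, and the same 8 of 10 count of shared directions was found under every alternative that gave a value.

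The paper states that PQBP1-bound genes were lower on a genome-wide scale upon knockdown. The 556 tested genes of Table S6 had a shift of -0.071 that was not past the threshold with the camera test of limma (p = 0.061, n = 556 genes). It was past the threshold with the Wilcoxon rank-sum test (p = 0.00024, n = 556 genes), without shNC sample 1 (limma camera p = 0.0492) and without shPQBP1 sample 2 (limma camera p = 0.05, rounded up). The full list of bound genes was not used here.

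The paper states that the 567 genes showed pathways related to apoptosis. The KEGG pathway Apoptosis held 6 of them where 5.99 were expected (exact p = 0.559), and no alternative background or filter gave it an adjusted p under 0.05.

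The paper takes the 32 genes of Figure 4A as differentially expressed. Of these, 25 had an unadjusted p under 0.05 here, and 17 to 27 under the alternatives, with 27 without shNC sample 2 and 17 without shPQBP1 sample 1. No alternative called all 32, and the authors' deposited table lists all 32 at p of at most 0.05.

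The paper reports more inclusion of BAX exon 2 upon knockdown, from short-read and nanopore sequencing, RT-PCR and a minigene assay. Only its short-read values are compared here. The columns of the first group in the paper's Table S5 matched the shNC samples. With that order, the event between exon 1 and exon 4 has less inclusion upon knockdown (1 against 0.912, with all 12 skipping reads in 1 replicate). Both forms of that event lack exon 3, so neither is BAX-L or BAX-S, and it does not measure their balance. The event between exon 1 and exon 3, with more reads, has more inclusion upon knockdown, as the paper reports (0.958 against 0.977, with 56 and 25 skipping reads, and a false discovery rate of 0.21 in the paper's table).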

Other observations

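The tests of BAX without shNC sample 1, of BAX under other scalings, of BAX isoform length, of the expression level of the Table S6 genes, of a single scaling factor for the mitochondrially encoded genes and of both properties of Table S5 were chosen only after the result was seen. The correction for GC content and transcript length was chosen after other values had been seen, with 1 specification run.

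Among the 10 splits of the 6 samples into 3 and 3, 1 split, the real one, gave as many genes at a fold change over 2 and p under 0.05 (173), 1 as many at an unadjusted p under 0.05 (2689) and 1 as many at an adjusted p under 0.05 (332). The Table S6 shift was as large in 1 of the 10 splits. With 10 splits the share is never under 0.1, so the rank of the real split alone excludes nothing. The other 9 splits gave 45 to 68 genes at a fold change over 2, 202 to 593 at an unadjusted p under 0.05 and 0 to 10 at an adjusted p under 0.05. Each of these splits mixes shNC and shPQBP1 samples, so any difference between the real groups adds to their spread and lowers their counts. Their distance from the real split therefore does not decide whether its counts arose by chance in how the samples were grouped.

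The log2 fold change followed GC content across 11385 genes (Spearman's rho = -0.459) and transcript length (0.206). In each sample, the change of log2 FPKM per 10 points of GC content was 0.29, -0.038 and 0.0099 in the shNC samples and -0.13, -0.022 and -0.11 in the shPQBP1 samples (two-sided exact permutation test, p = 0.2, where 0.1 is the smallest possible). Without shNC sample 1 the correlation was -0.238, so that sample is not the whole source. In 5 equal groups of genes by mean expression it ran from -0.533 to -0.369, so expression level is not the source either. After the correction it was -0.006. A trend on GC content may come from the libraries or from the genes that respond to PQBP1, and the labels name no batch that would separate these.

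The Table S6 genes lay at percentile 0.02 of expression-matched lists, so their higher expression does not account for their lower values. After the correction for GC content and transcript length they lay at percentile 45.97, so the trend on GC content is a candidate explanation for their shift. Whether that trend is technical was not tested.

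All 13 of the 13 mitochondrially encoded genes were lower in the shPQBP1 samples, with a median of -0.30 (limma camera adjusted p = 4.24e-06, fry adjusted p = 0.0237), 3 of them at an adjusted p under 0.05, and 1 of the 10 splits gave a median as large. All mitochondrial genes of the table, rRNA and tRNA genes included, held 35.1%, 33.5% and 35.8% of the FPKM total in the shNC samples and 29.9%, 30.5% and 28.9% in the shPQBP1 samples. Without shNC sample 1 the median was -0.24, so that sample is not the whole source. The median of the 13 genes lay -0.32 from that of the other genes, which a factor shared by all genes of a library cannot give, and their median was -0.30 under median-of-ratios scaling (limma camera adjusted p = 4.74e-06). A single scaling factor per library is therefore not the source. The test set earlier asked whether the call was lost under median-of-ratios scaling or quantile normalization, and it was lost under quantile normalization, with a median of -0.020 (limma camera adjusted p = 0.854). Quantile normalization sets the highest ranks of all samples equal, and most of these genes hold those ranks, so this outcome is built in and decides nothing. A scaling difference that depends on the rank of a gene cannot be told apart from a change of these RNAs, because the values hold few other genes at those ranks. Doxycycline was given by the labels only to the shPQBP1 samples, with 0 shNC samples treated. Its effect cannot be told apart from that of the knockdown, because the labels give both to the same samples.

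The p53 list had a median of -0.018, 9 of 20 genes higher and 11 lower (limma camera adjusted p = 0.479, fry adjusted p = 0.357), and 9 of the 10 splits gave a median as large in size. Without shNC sample 3 it was 0.11 and without shPQBP1 sample 2 it was 0.0087. The integrated stress list had a median of -4e-04, 9 of 18 genes higher (limma camera adjusted p = 0.797, fry adjusted p = 0.798), and 10 of the 10 splits gave a median as large. It was 0.065, 0.019 and 0.006 without shNC sample 1, shPQBP1 sample 1 and shPQBP1 sample 3. The interferon list had a median of 0.053, 9 of 18 genes higher (limma camera adjusted p = 0.797, fry adjusted p = 0.428), and 8 of the 10 splits gave a median as large. It was -0.059 without shNC sample 1.

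For BAX, the log2 fold change was -0.28 without shNC sample 1, -0.37 under quantile normalization and -0.23 after the correction for GC content and transcript length, each over 2 standard errors below 0, so none of these is the whole source of the lower FPKM. A change in isoform length may alter the FPKM of a gene at the same number of molecules. The BAX junction reads in the paper's Table S5, which do not depend on isoform length, had a log2 ratio of the first over the second group of 0.32 relative to the median gene, in the direction of the FPKM. Exon 2 makes up a small part of the transcript, and other BAX isoforms were not counted, so a part of the change due to isoforms cannot be told apart from a change in the amount of BAX RNA by this value.

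Of the 19 BCL2 family genes, 14 were tested, 5 higher and 9 lower, and 8 had an unadjusted p under 0.05, 3 higher and 5 lower. BCL2 itself had 0.877 FPKM in the shNC and 0.890 in the shPQBP1 samples, below the filter.

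In the paper's Table S5, 6 of the 6 columns of junction reads matched a FPKM column of the condition that the first group being shNC requires, each at the same sample number. A positive inclusion difference in the table would then mean more inclusion in the shNC samples, and a negative difference, such as the -0.02 of the BAX exon 2 event between exon 1 and exon 3, more inclusion in the shPQBP1 samples. The 0.088 difference of the BAX exon 2 event of Figure 4C is 0 without replicate 2 of the second group, which holds all of its skipping reads. Of the 1998 events, 644 have an inclusion difference of at most 0.05 in size.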
